# Transcriptional profiling of *Pseudomonas aeruginosa* and *Staphylococcus aureus* during in vitro co-culture

**DOI:** 10.1186/s12864-018-5398-y

**Published:** 2019-01-10

**Authors:** Mikaël Tognon, Thilo Köhler, Alexandre Luscher, Christian van Delden

**Keywords:** *Pseudomonas aeruginosa*, *Staphylococcus aureus*, Transcriptome, RNAseq, Bacterial competition

## Abstract

**Background:**

Co-colonization by *Pseudomonas aeruginosa* and *Staphylococcus aureus* is frequent in cystic fibrosis patients. Polymicrobial infections involve both detrimental and beneficial interactions between different bacterial species. Such interactions potentially indirectly impact the human host through virulence, antibiosis and immunomodulation.

**Results:**

Here we explored the responses triggered by the encounter of these two pathogens to identify early processes that are important for survival when facing a potential competitor. Transcriptional profiles of both bacteria were obtained after 3 h co-culture and compared to the respective mono-culture using RNAseq. Global responses in both bacteria included competition for nitrogen sources, amino acids and increased tRNA levels. Both organisms also induced lysogenic mechanisms related to prophage induction (*S. aureus*) and R- and F- pyocin synthesis (*P. aeruginosa*), possibly as a response to stress resulting from nutrient limitation or cell damage. Specific responses in *S. aureus* included increased expression of de novo and salvation pathways for purine and pyrimidine synthesis, a switch to glucose fermentation, and decreased expression of major virulence factors and global regulators.

**Conclusions:**

Taken together, transcriptomic data indicate that early responses between *P. aeruginosa* and *S. aureus* involve competition for resources and metabolic adaptations, rather than the expression of bacteria- or host-directed virulence factors.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-5398-y) contains supplementary material, which is available to authorized users.

## Background

Since the recent advent of culture-independent analyses of complete microbial populations, microbe-host-microbiota interactions have opened new avenues for the study of infectious diseases. In this respect, detrimental and beneficial interactions between co-colonizing bacteria may influence the development and persistence of co-infections. Co-infection by different pathogenic bacterial species often increases the severity of the underlying condition, and are more difficult to treat [1]. For instance, *Pseudomonas aeruginosa* and *Staphylococcus aureus* are frequently co-isolated in leg ulcers [2], rhino-sinusitis [3], burn wounds and cystic fibrosis (CF) [4, 5]. Studies on animal models have shown that co-infection with these two pathogens leads to delayed wound repair and increased antibiotic resistance in mice [6], and increased mortality in flies [7].

While *S. aureus* is the dominant bacterial species in the lungs of young CF-patients, *P. aeruginosa* is dominant during adulthood [8]. Co-infection by *P. aeruginosa* and *S. aureus* frequently occurs and is associated with poor patient prognosis [5, 9]. However, data from in vitro and in vivo studies on the interaction between these pathogens remain scarce. Some reports show evidence for increased virulence of co-colonizing strains and decreased antibiotic treatment efficiencies [10, 11], while other studies describe commensal interactions between *P. aeruginosa* and *S. aureus* [12, 13]. These studies compared well-characterized laboratory strains of *P. aeruginosa* to clinical isolates of *P. aeruginosa* that have evolved within the CF-lung where they might interact with the co-colonizing *S. aureus*. They showed that laboratory strains of *P. aeruginosa* such as PA14 and early isolates from CF-patients outcompete *S. aureus*, while isolates after years of colonization have lost their ability to outcompete *S. aureus* in co-cultures [13]. This suggests that host-microbe or microbe-microbe adaptations occur during chronic colonization, which may subsequently influence infection progression and outcome.

Microbes can engage in mutualistic, neutral or antagonistic interactions, when sharing the same environment. During the infection, bacteria encounter nutrient poor environments leading to competition for resources and to antibiosis, although cooperative behaviors have also been described [14]. Carbon and nitrogen sources as well as iron are essential nutrients, which are often limited in the host. Thus nutrient scavenging is a widely used strategy among bacteria [15–17]. Antibiosis, which is defined by detrimental interactions between at least two species, usually involves the synthesis of antimicrobial molecules that inhibit growth or kill other bacterial species [18]. Finally, cooperation between bacterial species also occurs, but rather governs the interactions within the microbiota [19]. Interactions between *P. aeruginosa* and *S. aureus* have been reported from both in vitro and in vivo conditions. One prominent example is the inhibition of the cytochrome b mediated e-transport, mediated by 2-heptyl-4-quinolone *N*-oxide (HQNO) produced by *P. aeruginosa* [20], resulting in formation of small colony variants by *S. aureus* [21]. Furthermore, *P. aeruginosa* can lyse *S. aureus* through the action of the secreted LasA protease [22], allowing *P. aeruginosa* to get access to iron [23, 24]. Studies have also reported cooperative behaviors, in which *P. aeruginosa* protects *S. aureus* from phagocytosis by *Dictyostelium discoideum* through formation of mixed biofilms [25], and commensal interactions with adapted *P. aeruginosa* CF-isolates [12, 13, 26].

In this study, we present data from dual transcriptome experiments, which examine the early responses occurring after 3 h co-incubation in both *P. aeruginosa* and *S. aureus*. Our data reveal metabolic changes mainly in nucleotide and nitrogen metabolism, decreased expression of virulence factors and induction of phage-related genes in both bacteria. Our results are in agreement with an initial competition for nutrient resources rather than a direct interspecies competition response.

## Results

### Transcriptional responses in *P. aeruginosa* and *S. aureus*

To study the respective responses of *P. aeruginosa* and *S. aureus* at the very early stage of interaction, we compared the gene expression profile of both bacteria after 3 h of co-culture versus mono-culture. 

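Beside the results stand values recomputed from the deposited gene counts of the short-term competition assay. *P. aeruginosa* PA14 and *S. aureus* Newman were grown apart in M14 medium for 3 h, and then stayed apart or were mixed for a further 3 h. The 9 libraries comprised 3 *P. aeruginosa* mono-cultures, 3 *S. aureus* mono-cultures and 3 co-cultures, each library from 4 pooled wells. Mono-culture wells were left as they were while the co-culture wells received equal volumes of both cultures, so mixing also lowered the density of each species relative to its mono-culture.

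The libraries of *P. aeruginosa* held 8331979 to 8832898 reads on its genes in mono-culture and 5380336 to 7068561 in co-culture. For *S. aureus* these totals were 8065202 to 10942843 and 1671981 to 2802514. *S. aureus* genes took 30.0%, 27.1% and 19.1% of the gene counts in co-cultures 1, 2 and 3 (mean 25.4 ± 5.63%, SD, n = 3 libraries).

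Each organism was tested by itself, 3 co-culture against 3 mono-culture libraries, with edgeR's quasi-likelihood test on TMM-normalized counts. Genes with at least 1 CPM in at least 3 of the 6 libraries were tested, 5739 in *P. aeruginosa* and 2418 in *S. aureus*. "Rose" and "fell" refer to genes past a false discovery rate (FDR) of 5%, with p-values adjusted after Benjamini-Hochberg. Levels are mean normalized CPM ± SD of 3 libraries, and log2 fold changes, co-culture over mono-culture, carry the standard error (SE) that the test implies.

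Gene lists, 37 for *P. aeruginosa* and 42 for *S. aureus*, the tests and their alternatives were fixed before the data were examined, although the tables of the paper had been read by then. Each list was compared with all other genes by camera with a preset correlation of 0.01 between genes. With a correlation estimated for each list, 8 of the 26 lists called in *P. aeruginosa* and 3 of the 14 called in *S. aureus* kept their call. Of the genes named at the results, all have their 3 co-culture libraries on one side of their 3 mono-culture libraries, except *glnK* of *P. aeruginosa*, *cidB*, *lrgA* and NWMN_1382 of *S. aureus* and any gene said not to have passed the test.

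The p-values measure only the spread between these libraries, which the series describes as technical replicates. An exact permutation test of 3 against 3 libraries cannot give a two-sided p under 0.10.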

At 3 h the CFU ratio of *P. aeruginosa* and *S. aureus* was approximately 50% and comparable to the initial ratio at *t* = 0 (Fig. 1) suggesting that effects of potential competition had not translated into changes in population dynamics. *S. aureus* CFU started to decrease after 4 h (data not shown). 

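In *P. aeruginosa*, 3799 of the 5739 tested genes (66.2%) had all 3 co-culture libraries above or all 3 below the mono-culture libraries, and in *S. aureus* 1682 of 2418 (69.6%), where chance gives 10%. The following genes were among the 10 largest rises or falls of their organism. NWMN_2489 of *S. aureus*, an uncharacterized gene, rose 22.0-fold, from 74.9 ± 2.34 to 1652 ± 35.7 normalized CPM (log2 fold change 4.46, SE 0.060, edgeR adjusted p = 1.9e-10). NWMN_2050, annotated as a cation efflux protein, was 12.5-fold lower in the co-cultures, from 454 ± 26.7 to 35.3 ± 9.08 normalized CPM (log2 fold change −3.64, SE 0.14, edgeR adjusted p = 8.4e-08). PA14_19650 of *P. aeruginosa* was 4.78-fold higher (log2 fold change 2.26, SE 0.13, edgeR adjusted p = 5.2e-09). PA14_61830, a tRNA-Met gene with few reads, was 4.97-fold higher, from 0.734 ± 0.400 to 3.60 ± 2.09 normalized CPM (log2 fold change 2.31, SE 0.47, edgeR adjusted p = 6.9e-04). Without co-culture 3 its log2 fold change was 1.67.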

Despite the conserved population structure after 3 h of co-culture, the transcriptome in each bacterium was significantly affected by the presence of the other one, when compared to the mono-culture transcriptome. Table 1 shows the significantly differentially expressed genes (false discovery rate (FDR) 5%). 1726 and 1718 genes were down and up-regulated, respectively, in *P. aeruginosa* co-culture versus mono-culture, while 761 and 730 were down and up-regulated, respectively, when *S. aureus* was growing in co-culture compared to the mono-culture. 

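At an FDR of 5%, edgeR's quasi-likelihood test called 1722 *P. aeruginosa* genes higher and 1722 lower in co-culture, out of 5739 tested. In *S. aureus*, 758 genes were called higher and 776 lower, out of 2418. A call at this threshold need not be a large change. The ribosomal protein genes of *S. aureus*, which encode the protein part of the ribosome, moved both ways: of 55 tested, 14 rose (14 adjusted over the list alone), 16 fell (15 adjusted over the list alone) and 25 did not pass the test. Their median log2 fold change was −0.02, and as a group they did not differ from the other genes (camera adjusted p = 0.940).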

The proportion of genes that showed a more than 2-fold change in expression (log2 ratio ≥ 1 or ≤ − 1), accounted for 9.4% of the *P. aeruginosa* genome (545 genes) and 18.6% of the *S. aureus* genome (450 genes). Among these, 181 genes (33.2%) and 189 genes (42.1%) were up-regulated, whereas 364 genes (66.8%) and 261 genes (47.9%) were down-regulated in *P. aeruginosa* and *S. aureus*, respectively (Table 1, Fig. 2, Additional file 1: Figure S1). 

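Changes of at least 2-fold were found in 546 *P. aeruginosa* genes, 9.51% of those tested, of which 181 were higher and 365 lower in co-culture. In *S. aureus*, 444 genes or 18.4% of those tested changed by at least 2-fold, 189 upwards and 255 downwards. Thus 33.2% of these genes were higher in *P. aeruginosa* and 42.6% in *S. aureus*. The difference in these shares between the organisms was not tested.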

The functional classification of the differentially regulated genes showed that metabolism and transport were the most affected classes. 

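In the authors' own table of *P. aeruginosa* genes with a 2-fold change, the metabolic classes fell more often than they rose: 34 of their 151 genes were higher and 117 lower in co-culture. Amino acid metabolism took part with 1 gene higher and 24 lower. Transport genes of *P. aeruginosa* followed, with 16 higher and 43 lower out of 59. All 26 phage and pyocin genes and all 21 genes of RNA synthesis and modification in that table were higher, whereas all 7 signal transduction genes were lower. In Table 3, the class of RNA synthesis and modification holds tRNA and rRNA loci. Of such loci in the authors' table, 15 tRNA and 4 rRNA loci were higher by at least 2-fold, as described further below. In *S. aureus*, transport genes were lower in 52 of 57 cases. Its metabolic genes were split, with 59 higher and 60 lower out of 119.

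The metabolic classes together (metabolism, amino acid, energy, sugar, nitrogen, sulfur and DNA metabolism) made up 28.8% of the 525 classed *P. aeruginosa* genes (95% Wilson interval 25.1 to 32.8%) and 27.6% of the 431 classed *S. aureus* genes (23.6 to 32.0%). Transport made up 11.2% (8.81 to 14.2%) and 13.2% (10.3 to 16.7%). Neither share differed between the organisms at this number of genes (two-sided Fisher's exact test, p = 0.718 for metabolism and 0.371 for transport), although the class named metabolism alone gave p = 0.0482. The classes were assigned by the authors to genes picked from these libraries and were not tested for enrichment.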

Interestingly the proportions of these categories were similar in both organisms with 28.8% (*P. aeruginosa*) and 27.8% (*S. aureus*) for metabolism and 12.5% (*P. aeruginosa*) and 13.3% (*S. aureus*) for transport functions (Fig. 3). 

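In the counts, 4 of the *P. aeruginosa* genes with primers in Table S4 moved as follows. PA14_68430 was 5.55-fold higher in co-culture, from 19.6 ± 1.69 to 109 ± 10.7 normalized CPM (log2 fold change 2.47, SE 0.094, edgeR adjusted p = 6.3e-11). PA14_60810 was 6.57-fold lower, from 89.6 ± 9.71 to 13.8 ± 2.63 normalized CPM (log2 fold change −2.72, SE 0.12, edgeR adjusted p = 4.4e-10), and PA14_54080 2.39-fold lower, from 29.4 ± 1.05 to 12.4 ± 1.65 normalized CPM (log2 fold change −1.26, SE 0.11, edgeR adjusted p = 3.8e-07). *pchD*, which encodes a salicylate-activating enzyme of pyochelin synthesis, was 6.51-fold lower (log2 fold change −2.70, SE 0.18, edgeR adjusted p = 1.5e-08). In *S. aureus*, *aur*, the gene of the secreted metalloprotease aureolysin, rose 4.61-fold, from 11.9 ± 1.31 to 55.5 ± 8.49 normalized CPM (log2 fold change 2.21, SE 0.15, edgeR adjusted p = 3.0e-06).

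Among the reference genes of the primer table, *rpsL* of *P. aeruginosa*, coding for ribosomal protein S12, rose 1.22-fold (log2 fold change 0.29, SE 0.045, edgeR adjusted p = 7.9e-05). NWMN_1382 of *S. aureus*, for the DNA-binding protein HU, did not pass the test (log2 fold change 0.05, SE 0.066, edgeR adjusted p = 0.495), and its log2 fold change was −0.05 with library sizes alone.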

RNAseq data were validated by quantitative real-time PCR for six genes per bacterium (3 up- and 3 down-regulated genes), showing a linear correlation with the transcriptome data (Additional file 2: Figure S2).

**Fig. 1:**
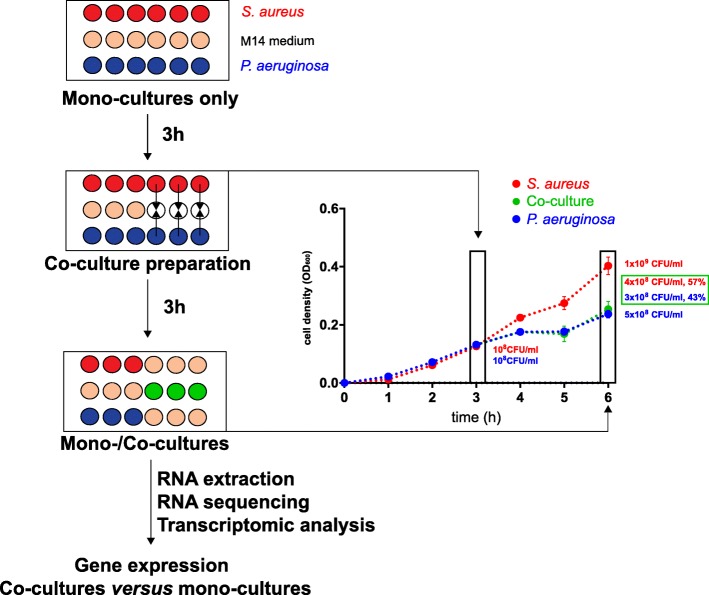
Experimental setup for culture preparation and RNA extraction. *S. aureus* and *P. aeruginosa* strains were first grown separately in microtiter plates under static conditions and then mixed at the same proportion to prepare the co-cultures. Plate counts show no significant differences between replicates. Proportion of *P. aeruginosa* and *S. aureus* in co-cultures. Shown are average values of thre three replicates with standard deviations at the beginning of the co-culture (*t* = 3 h) and after 3 h of incubation (*t* = 6 h)

**Fig. 2:**
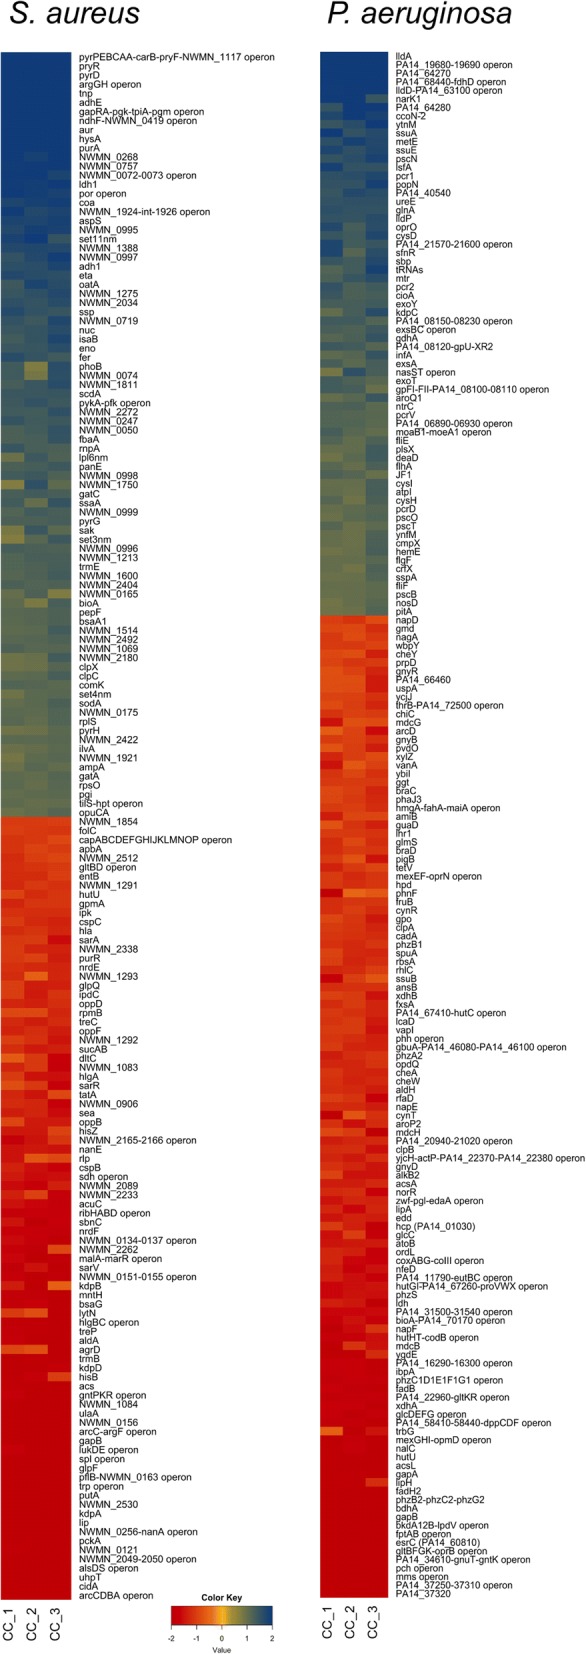
Heat map of differentially expressed genes in *P. aeruginosa* (left) and *S. aureus* (right) in co-cultures compared to mono-cultures expressed in log_2_ base. Only genes showing a log2 ratio ≤ −1 and ≥ 1, are shown. When applicable, genes were clustered in operons

**Table 1:** Differentially expressed genes in co-culture vs mono-culture (FDR < 5%)

Condition	Up-regulated	Down-regulated	log_2_FC > 1	log_2_FC < −1
CC vs PM	1726	1718	181	364
CC vs SM	761	730	189	261

*CC* co-culture, *PM P. aeruginosa* mono-culture, *SM S. aureus* mono-culture

*FDR* false discovery rate, *FC* fold-change

**Fig. 3:**
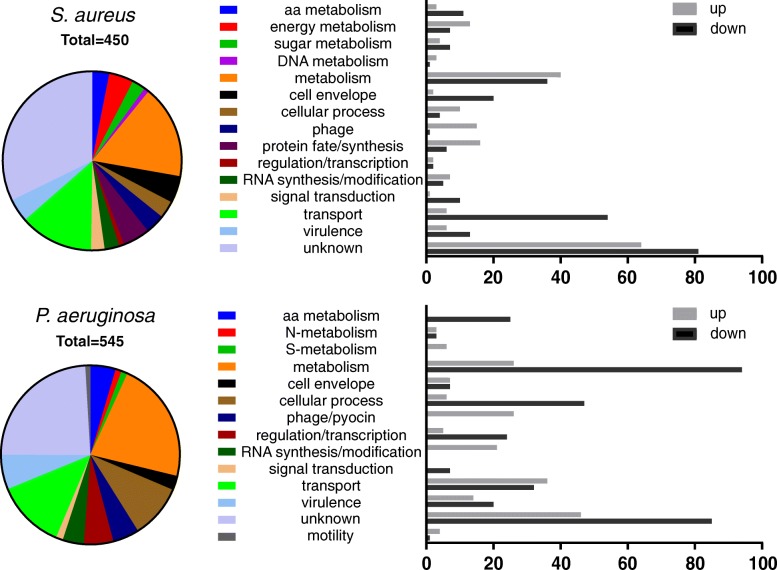
Functional classification of genes and their change in expression (> 2-fold up or > 2-fold down) compared to the mono-culture. The x-axis shows the absolute number of genes differentially regulated in the presence of competitor versus the corresponding mono-culture

### Oxygen limitation occurs early in co-culture

After 3 h of incubation, the transcriptome data was consistent with a switch from aerobic towards anoxic conditions. 

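The *aa*3-type cytochrome c oxidase of *P. aeruginosa*, a terminal oxidase that passes electrons to oxygen, was lower in co-culture in all 4 of its genes (4 adjusted over the list alone). *coxA*, the gene of its subunit I, fell 3.90-fold, from 28.4 ± 3.33 to 7.25 ± 1.43 normalized CPM (log2 fold change −1.96, SE 0.15, edgeR adjusted p = 5.8e-08; n = 3 libraries each). *coxB*, for subunit II, fell 2.98-fold, from 78.3 ± 1.30 to 26.3 ± 3.92 normalized CPM (log2 fold change −1.57, SE 0.093, edgeR adjusted p = 5.4e-09). PA14_01310 was 2.64-fold lower (log2 fold change −1.40, SE 0.23, edgeR adjusted p = 1.3e-04) and *coIII*, for subunit III, 2.15-fold lower (log2 fold change −1.11, SE 0.13, edgeR adjusted p = 3.9e-06). As a group they had a median log2 fold change of −1.49 (camera adjusted p = 7.5e-04, and adjusted p = 0.179 with an estimated correlation). These 4 genes were taken from the paper, which named them from the same libraries, so their direction is not independent evidence.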

Reflected mainly by a 3 to 4-fold reduction in expression of the four cytochrome C oxidase genes (*coxA*-*coxB*-PA14_01310-*coIII*) and the apparent accumulation of nitrate in the cytosol that *P. aeruginosa* can use as an electron acceptor under anoxic conditions (Table 3). This is achieved by induction of *narK1*, encoding a cytoplasmic membrane antiporter that exports nitrite in exchange for nitrate [27], as well as *nasS* encoding a nitrate importer. In contrast, *napF* and *napE,* encoding subunits of the periplasmic nitrate reductase were down-regulated in *P. aeruginosa*. These observations indicate that nitrite production/import is inhibited thereby increasing the cytosolic nitrate concentration, which suggests a preferential use of the inner membrane-associated nitrate reductase (Nar), rather than the periplasmic nitrate reductase (Nap). 

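*narK1* rose 3.95-fold, from 24.0 ± 1.12 to 95.0 ± 29.3 normalized CPM (log2 fold change 1.98, SE 0.18, edgeR adjusted p = 3.4e-07), with a wider spread among the co-cultures than among the mono-cultures. *nasS* rose 2.11-fold, from 8.04 ± 0.454 to 17.2 ± 3.38 normalized CPM (log2 fold change 1.07, SE 0.15, edgeR adjusted p = 2.7e-05).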

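*napE* was 2.45-fold lower in co-culture, from 17.0 ± 0.606 to 6.95 ± 0.463 normalized CPM (log2 fold change −1.29, SE 0.13, edgeR adjusted p = 8.8e-07). *napF*, which encodes an iron-sulfur protein of the Nap system, was 2.97-fold lower, from 6.14 ± 0.797 to 2.03 ± 0.775 normalized CPM (log2 fold change −1.57, SE 0.25, edgeR adjusted p = 8.9e-05).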

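The genes of denitrification and nitrate respiration in *P. aeruginosa*, which reduce nitrate stepwise to dinitrogen, moved both ways. Of 35 tested, 16 rose (16 adjusted over the list alone), 6 fell (6 adjusted over the list alone) and 13 did not pass the test, with 2 higher and 2 lower by at least 2-fold. Their median log2 fold change was 0.25, and the group did not differ from the other genes (camera adjusted p = 0.257). *narG* and *narH*, for the catalytic and electron-transfer subunits of the Nar nitrate reductase, had log2 fold changes of 0.10 (SE 0.063) and 0.15 (SE 0.081) and did not pass the test. Both were picked from the list after their values had been seen.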

To assess the oxygen status under the experimental setup, we added resazurin to mono and co-cultures, and followed fluorescence emission. Irreversible reduction of the non-fluorescent resazurin (blue) to the fluorescent resorufin (pink) occurred within less than 1 h for the *S. aureus* mono-culture and the co-culture (Fig. 4). Reduction was slower with the *P. aeruginosa* mono-culture reaching a maximal fluorescence after 2 h. Oxygen availability then decreased steadily in mono and co-cultures, but reached an almost undetectable fluorescence level after 14 h only in the co-culture. *P. aeruginosa* preferentially uses O_2_ as an electron acceptor and hence more rapidly depletes the available oxygen in the medium.

**Fig. 4:**
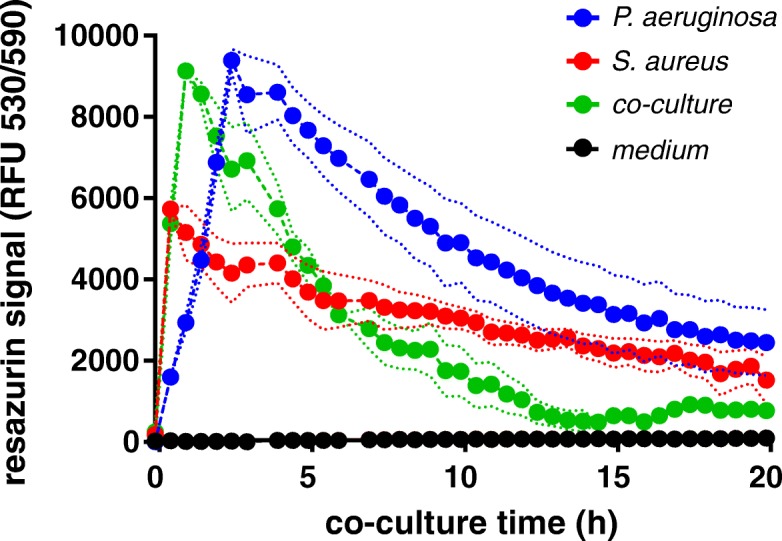
Measurement of oxygen status by resazurin. Oxygen is maximal 1 to 3 h post-inoculation. While in the *S. aureus* mono-culture, oxgen availability decreases slowly, oxygen depletion occurs faster in co-culture with *P. aeruginosa* and drops to microaerophilic conditions after 13 h. Shown is the average and the standard deviation (dotted lines) of three independently performed biological replicates. RFU, relative fluorescent units (excitation/emission wavelengths)

### Increased expression of fermentation pathways in *S. aureus* and lactate utilization genes in *P. aeruginosa*

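Glycolysis genes of *S. aureus*, which break glucose down to pyruvate, were higher in co-culture: 10 of 11 rose, all by at least 2-fold, and 1 fell (10 and 1 adjusted over the list alone). The gene that fell was *ptsG*, for a glucose uptake component. *gapR*, the regulator gene at the head of the *gap* operon, rose 6.00-fold, from 636 ± 156 to 3815 ± 288 normalized CPM (log2 fold change 2.59, SE 0.16, edgeR adjusted p = 1.8e-06). *gapA*, for glyceraldehyde-3-phosphate dehydrogenase, rose 5.57-fold, from 1556 ± 231 to 8662 ± 687 normalized CPM (log2 fold change 2.48, SE 0.12, edgeR adjusted p = 3.2e-07). *pgk*, *tpiA* and *pgm*, whose enzymes act on 3-carbon intermediates of the pathway, rose 5.81-, 5.67- and 5.49-fold. *eno*, for enolase, rose 2.85-fold, from 2629 ± 140.0 to 7493 ± 454 normalized CPM (log2 fold change 1.51, SE 0.074, edgeR adjusted p = 4.1e-07). The median log2 fold change of the group was 1.55 (camera adjusted p = 2.0e-10, and adjusted p = 0.261 with an estimated correlation).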

In response to the decreased oxygen availability, we noticed an increased expression of genes encoding enzymes for fermentation of glucose into pyruvate, encoded by the *gap-pgk-tpi-pgm-eno* operon in *S. aureus* (Table 2 and Additional file 3: Table S1). Genes for enzymes involved in conversion of pyruvate into formate (*pflB*) and acetoin (*alsS, alsD)* were repressed 6 and 10-fold, respectively. In contrast, the lactate dehydrogenase gene *ldh1* and genes of the AdhE pathway (*porAB, adhE, adh1*) were upregulated 3 to 7-fold, indicating that *S. aureus* preferentially converted pyruvate into secreted lactate and ethanol. Hence, in our experimental setup, *S. aureus* mainly produced energy from glycolysis and fermentation of pyruvate into lactate (Table 2 and Additional file 3: Table S1). 

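*pflB* fell 5.92-fold, from 20829 ± 5340 to 3519 ± 278 normalized CPM (log2 fold change −2.56, SE 0.18, edgeR adjusted p = 3.5e-06). *alsS*, for acetolactate synthase, was 10.5-fold lower, from 3742 ± 238 to 357 ± 11.1 normalized CPM (log2 fold change −3.39, SE 0.072, edgeR adjusted p = 2.5e-09), and *alsD*, for acetolactate decarboxylase, 14.9-fold lower, from 1836 ± 77.4 to 123 ± 4.14 normalized CPM (log2 fold change −3.90, SE 0.066, edgeR adjusted p = 5.8e-10). In each gene the distance between the groups was larger than the spread of either group of 3 libraries.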

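*ldh1* rose 3.86-fold, from 8149 ± 904 to 31416 ± 683 normalized CPM (log2 fold change 1.95, SE 0.099, edgeR adjusted p = 5.4e-07). *adhE*, which encodes an aldehyde-alcohol dehydrogenase, rose 7.64-fold, from 313 ± 22.6 to 2392 ± 209.9 normalized CPM (log2 fold change 2.93, SE 0.086, edgeR adjusted p = 1.7e-08). *adh1*, for an alcohol dehydrogenase, was 3.17-fold higher (log2 fold change 1.66, SE 0.085, edgeR adjusted p = 5.6e-07). The oxidoreductase genes *porA* and *porB*, for enzymes acting on 2-oxo acids such as pyruvate, were 5.18-fold (log2 fold change 2.37, SE 0.059, edgeR adjusted p = 6.8e-09) and 2.81-fold higher (log2 fold change 1.49, SE 0.11, edgeR adjusted p = 4.5e-06).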

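Over the fermentation genes of *S. aureus* as a whole, 6 of 10 rose (6 adjusted over the list alone), 3 fell (3 adjusted over the list alone) and 1 did not pass the test. The 3 that fell were *pflB*, *alsS* and *alsD*. Because the group moved both ways, its median log2 fold change of 1.18 did not set it apart from the other genes (camera adjusted p = 0.480). The genes of gluconeogenesis, which run the pathway from pyruvate back to glucose, were lower in 2 of 3 cases (3 adjusted over the list alone), and 1 did not pass the test. Their median log2 fold change was −2.24 (camera adjusted p = 0.308, and 0.0175 with replicate number as a block).

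From higher transcripts of the *gap* operon, *ldh1* and the AdhE pathway and lower transcripts of *pflB*, *alsS* and *alsD*, the paper concludes that *S. aureus* drew its energy mainly from glycolysis and the fermentation of pyruvate to lactate. From the lactate genes of *P. aeruginosa*, it then proposes that this lactate is taken up and used as a carbon source.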

In line with these observations, the most upregulated gene of *P. aeruginosa* in response to *S. aureus,* was the membrane bound L-lactate dehydrogenase LldA (14-fold increase). 

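The *lldA* transcript rose 14.1-fold in co-culture, from 7.06 ± 0.982 to 100.2 ± 2.93 normalized CPM (log2 fold change 3.82, SE 0.098, edgeR adjusted p = 3.0e-12; n = 3 libraries each). All 3 co-cultures lay above all 3 mono-cultures.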

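All 4 genes of lactate utilization in *P. aeruginosa* rose in co-culture by at least 2-fold (4 adjusted over the list alone). *lldD*, which encodes a lactate dehydrogenase that yields pyruvate, rose 3.64-fold, from 66.0 ± 0.652 to 241 ± 13.3 normalized CPM (log2 fold change 1.87, SE 0.061, edgeR adjusted p = 1.5e-11). *lldP*, for the permease that brings lactate into the cell, rose 2.94-fold, from 141 ± 15.5 to 415 ± 22.8 normalized CPM (log2 fold change 1.56, SE 0.074, edgeR adjusted p = 7.1e-10), and PA14_63100 rose 4.39-fold, from 113 ± 7.89 to 494 ± 24.1 normalized CPM (log2 fold change 2.13, SE 0.064, edgeR adjusted p = 7.5e-12). Together with *lldA*, the group had a median log2 fold change of 2.00. It rose relative to the other genes (camera adjusted p = 2.5e-18), also with an estimated correlation (adjusted p = 0.0173).

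**Figure D1:**
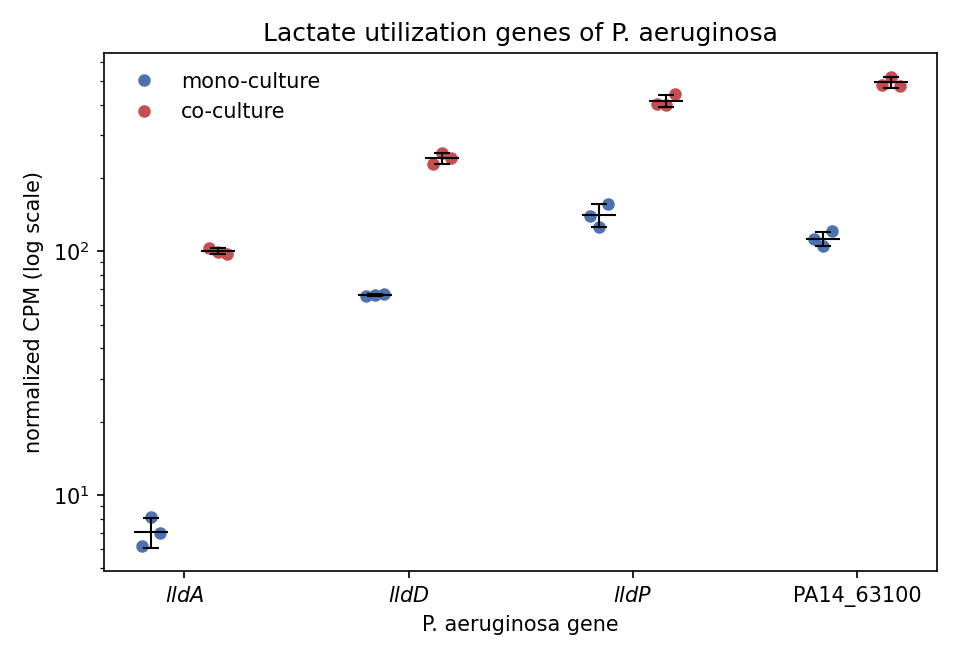
Normalized CPM on a log axis for 4 lactate utilization genes of *P. aeruginosa* in the 3 mono-culture (blue) and 3 co-culture (red) libraries, with points for libraries and bars for mean ± SD. For every gene the co-cultures lie above the mono-cultures, as for *lldP*, from 141 ± 15.5 to 415 ± 22.8 normalized CPM.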

Concomitant increase in expression (3 to 4-fold) of the second lactate dehydrogenase operon including *lldD*, the adjacent *lldP* lactate permease gene (3-fold) and PA14_63100 coding for a cytochrome type lactate dehydrogenase (Table 3 and Additional file 4: Table S2), strongly suggests that *P. aeruginosa* takes up lactate secreted by *S. aureus* to use it as a preferential carbon and energy source (Fig. 5).

**Table 2:** Selection of differentially expressed genes in *S. aureus* in co-culture versus mono-culture

gene	FC^a^	annotation	functional category
Up-regulated genes			
*pyrP*	255.62	uracil permease	metabolism
*pyrC*	126.35	dihydroorotase	metabolism
*pyrB*	94.35	aspartate transcarbamoylase	metabolism
*pyrA*	94.34	Carbamoyl-phosphate synthase small chain	metabolism
*carB*	56.66	Carbamoyl-phosphate synthase large chain	metabolism
*pyrR*	54.32	Bifunctional protein PyrR	metabolism
*pyrF*	37.64	Orotidine 5′-phosphate decarboxylase	metabolism
*pyrE*	29.69	Orotate phosphoribosyltransferase	metabolism
*pyrD*	24.95	Dihydroorotate dehydrogenase (quinone)	metabolism
*argG*	15.30	Argininosuccinate synthase	aa metabolism
*argH*	12.49	Argininosuccinate lyase	aa metabolism
*adhE*	7.64	alcohol dehydrogenase	metabolism
NWMN_1896	6.34	phage major capsid protein NM1	phage
*gapR*	6.00	glycolytic gap-pgk-tpi-pgm-eno operon	metabolism
*ndhF*	5.88	NADH:menaquinone oxidoreductase (subunit 5)	metabolism
*pgk*	5.81	glycolytic gap-pgk-tpi-pgm-eno operon	metabolism
*tpiA*	5.67	glycolytic gap-pgk-tpi-pgm-eno operon	metabolism
*gapA*	5.57	glycolytic gap-pgk-tpi-pgm-eno operon	metabolism
*pgm*	5.49	glycolytic gap-pgk-tpi-pgm-eno operon	metabolism
*porA*	5.18	Pyruvate flavodoxin ferredoxin oxidoreductase	metabolism
*purA*	4.42	Adenylosuccinate synthetase	meatbolism
NWMN_0997	3.26	phage NM2	phage
*adh1*	3.17	Alcohol dehydrogenase	metabolism
*scdA*	2.72	Iron-sulfur cluster repair protein ScdA	metabolism
NWMN_1213	2.37	Glutathione peroxidase	metabolism
*sodA*	2.18	Superoxide dismutase	metabolism
*hpt*	2.01	Hypoxanthine phosphoribosyltransferase	metabolism
Down-regulated genes			
*arcB*	−35.81	Ornithine carbamoyltransferase	aa metabolism
*arcA*	−26.57	Arginine deiminase	aa metabolism
*arcD*	−22.97	Arginine/ornithine antiporter	aa metabolism
*cidA*	−16.67	Holin-like protein CidA	cell envelope
*alsD*	−14.89	Alpha-acetolactate decarboxylase	metabolism
*alsS*	−10.50	Alpha-acetolactate synthase	metabolism
*splD*	−10.50	Serine protease SplD	virulence
*putA*	−6.94	Proline dehygrogenase	metabolism
*pflB*	−5.92	Formate acetyltransferase	metabolism
*capJ*	−5.60	Capsular polysaccharide biosynthesis	cell envelope
*capI*	−5.59	Capsular polysaccharide biosynthesis	cell envelope
*trpD*	−5.57	Anthranilate phosphoribosyltransferase	aa metabolism
*lukE*	−5.52	leukotoxin LukE	virulence
*glpF*	−5.47	glycerol uptake facilitator	transport
*capN*	−5.46	Capsular polysaccharide biosynthesis	cell envelope
*hisB*	−5.39	Imidazoleglycerol-phosphate dehydratas	metabolism
*trpE*	−5.31	Anthranilate synthase component I	aa metabolism
*capL*	−5.25	Capsular polysaccharide biosynthesis	cell envelope
*capO*	−4.94	Capsular polysaccharide biosynthesis	cell envelope
*splA*	−3.91	Serine protease SplA	virulence
*splB*	−3.44	Serine protease SplB	virulence
*sarV*	−3.47	Staphylococcal accessory regulator	signal transduction
*murP*	−3.04	sucrose-specific PTS transporter IIBC component	transport
*lytN*	−2.35	cell wall hydrolase	cell envelope
*sarA*	−2.30	Global transcriptional regulator	signal transduction
*sarR*	−2.20	Staphylococcal accessory regulator	signal transduction
*purR*	−2.18	Pur operon repressor	metabolism
*gltD*	−2.11	Glutamate synthase, small subunit	N-metabolism
*gltB*	−2.10	Glutamate synthase, large subunit	N-metabolism

^a^*FC* fold change; values are the average of three replicates after normalization

**Table 3:** Selection of differentially expressed genes in *P. aeruginosa* in co-culture versus mono-culture

gene	FC ^a^	annotation	functional category
Up-regulated genes			
*lldA*	14.13	L-lactate dehydrogenase	metabolism
PA14_19690	7.77	CidB, LrgB anti-holin protein	cell envelope
PA14_19680	6.51	CidA, LrgA holin like protein	cell envelope
*fdnH*	5.55	nitrate inducible formate DH accessory protein	metabolism
PA14_64270	5.08	Leu/Ile/Val-binding protein family signature	transport
PA14_55631	5.05	23S ribosomal RNA	RNA synthesis/modif.
PA14_62060	5.05	23S ribosomal RNA	RNA synthesis/modif.
PA14_61830	4.88	tRNA-Met	RNA synthesis/modif.
PA14_63100	4.38	cytochrome type D-lactate DH (4Fe-4S)	metabolism
*narK1*	3.95	nitrite extrusion protein I	transport
PA14_24780	3.87	Amoonium transporter	transport
*lldD*	3.64	L-lactate dehydrogenase	metabolism
PA14_60150	3.26	tRNA-Lys	RNA synthesis/modif.
*popN*	3.13	type III secretion system	virulence
PA14_08670	3.01	tRNA-Thr	RNA synthesis/modif.
PA14_08660	2.96	tRNA-Gly	RNA synthesis/modif.
*lldP*	2.94	L-lactate permease	transport
*ureE*	2.93	urease accessory protein UreE	metabolism
*glnA*	2.93	glutamine synthetase	N-metabolism
*mtr*	2.74	Tryptophan permease	transport
PA14_36220	2.61	Amino acid permease	transport
*exsB*	2.56	TTSS regulator	virulence
PA14_08210	2.52	F-pyocin	Phage/pyocin
*gdhA*	2.49	glutamate dehydrogenase	N-metabolism
PA14_06890	2.36	pyruvate kinase pyridoxal phosphate	metabolism
PA14_06930	2.32	glutamine amidotransferase	metabolism
PA14_08070	2.30	R-pyocin, phage tail protein	Phage/pyocin
PA14_06920	2.04	class III pyridoxal phosphate aminotransferase	metabolism
Down-regulated genes			
PA14_37310	−20.35	allophanate hydrolase subunit II putative	metabolism
PA14_37290	−18.80	allophanate hydrolase subunit I putative	metabolism
PA14_37270	−18.65	LamB/YcsF, carbohydrate/lactam utilization	metabolism
*mmsB*	−16.48	3-hydroxyisobutyrate dehydrogenase	aa metabolism
*mmsA*	−15.68	methylmalonate-semialdehyde dehydrogenase	aa metabolism
PA14_37260	−15.13	OpdO, lactam/pyroglutamate uptake	transport
*pchB*	−14.79	pyochelin synthesis	virulence
PA14_37250	−12.58	MFS transporter	transport
*bkdA1*	−11.87	2-oxoisovalerate dehydrogenase subunit alpha	aa metabolism
*gnuT*	−11.53	gluconate permease	transport
*pchC*	−11.32	pyochelin synthesis	virulence
*pchG*	−10.48	pyochelin synthesis	virulence
*pchA*	−9.97	pyochelin synthesis	virulence
*pchF*	−9.56	pyochelin synthesis	virulence
PA14_23010	−9.47	GltK, ATP-binding component of ABC transporter	transport
PA14_23000	−9.37	permease of ABC sugar transporter	transport
PA14_22990	−9.19	permease of ABC sugar transporter	transport
PA14_23030	−8.63	OprB, Glucose/carbohydrate porin	transport
*bkdA2*	−8.05	2-oxoisovalerate dehydrogenase subunit beta	aa metabolism
*bdhA*	−5.81	3-hydroxybutyrate dehydrogenase	metabolism
*bkdB*	−4.93	branched-chain alpha-keto acid dehydrogenase	metabolism
*lpdV*	−3.58	dihydrolipoamide dehydrogenase	metabolism
*fptA*	−4.85	pyochelin receptor	virulence
*mexG*	−4.32	RND efflux pump	transport
*mexH*	−4.12	RND efflux pump	transport
*opmD*	−3.49	RND efflux pump	transport
*mexI*	−3.43	RND efflux pump	transport
*coxA*	−3.90	Cytochrome c oxidase subunit I	energy metabolism
*coxB*	−2.98	Cytochrome c oxidase subunit II	energy metabolism
*PA14_01310*	−2.64	Cytochrome c oxidase assembly protein	energy metabolism
*coIII*	−2.15	Cytochrome c oxidase subunit III	energy metabolism
*napF*	−2.97	periplasmic nitrate reducatse	N-metabolism
*napE*	−2.45	periplasmic nitrate reducatse	N-metabolism

^a^*FC* fold change; values are the average of three replicates after normalization

**Fig. 5:**
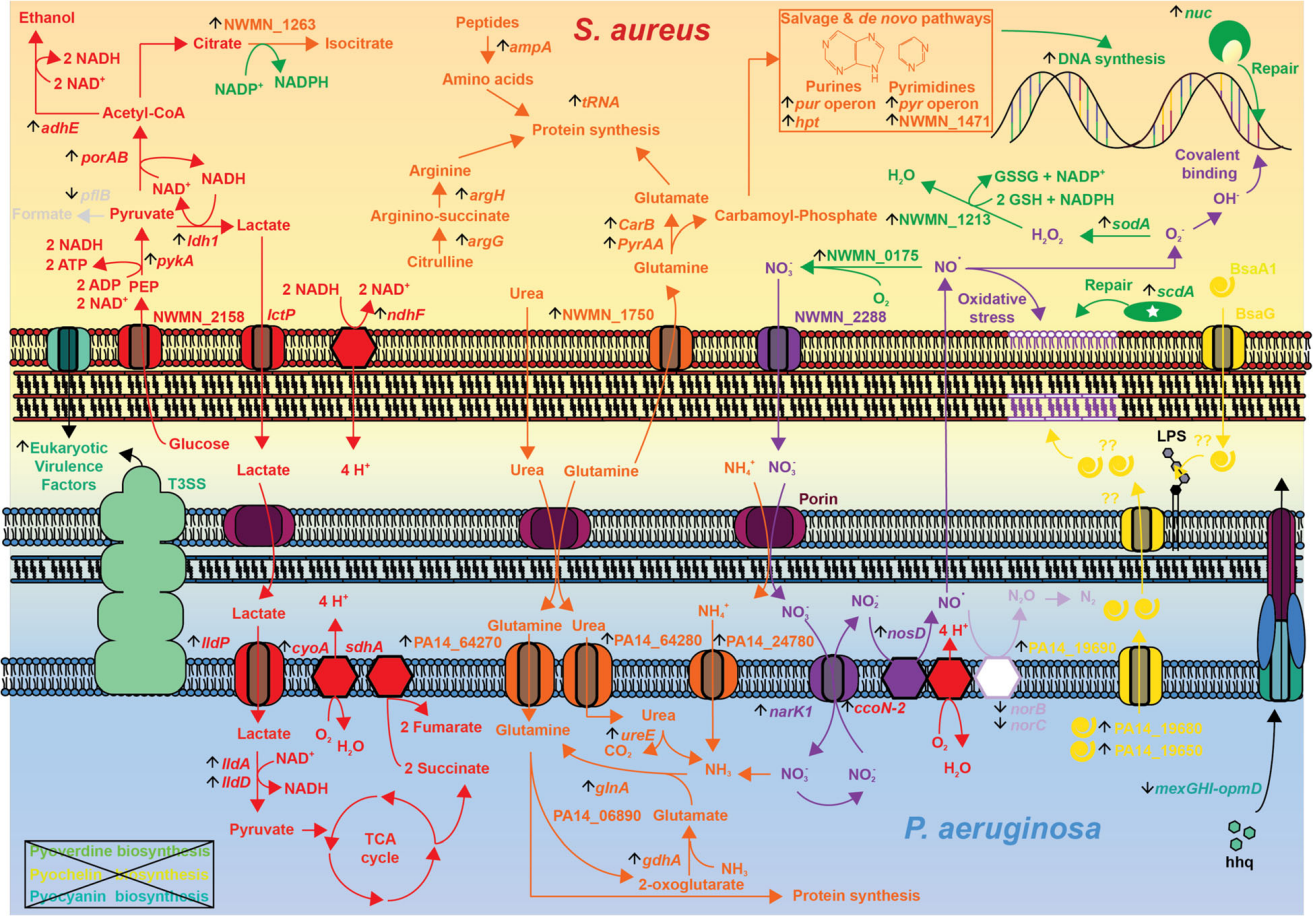
Schematic overview of the main reponses deduced by transcriptome analysis of *P. aerugiosa* and *S. aureus* after 3 h of co-culture. Vertical black arrows indicate genes up- or down-regulated in the presence of the competitor. Details are found in the text. Fold changes are reported in Tables 2 and 3 and in Additional file 3: Table S1 and Additional file 4: Table S2. Pathways involved in carbon and nitrogen metabolism affected in both organisms during the co-culture are shown in red and orange, respectively. Pathways affected in the co-culture and involved in the generation or in the response to oxidative stress are shown in green in *S. aureus* and in violet in *P. aeruginosa*. Induction of the holin/anti-holin like proteins (PA14_19680, PA14_19691) in *P. aeruginosa* are indicated in yellow (bottom right). After 3 h of co-culture, the synthesis of the siderophores pyoverdin and pyochelin as well as of the phenazines was strongly reduced in *P. aeruginosa* in response to *S. aureus* (box in the bottom left corner)

### Co-culture induced starvation and competition for glutamine as nitrogen and energy source

After 3 h of co-culture, we detected signs of nutrient starvation and potential responses in both organisms. 

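In *P. aeruginosa*, *ntrC*, for the response regulator that switches on nitrogen assimilation genes, rose 2.27-fold in co-culture, from 51.7 ± 2.22 to 118 ± 6.26 normalized CPM (log2 fold change 1.18, SE 0.068, edgeR adjusted p = 4.5e-09; n = 3 libraries each).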

Nitrogen starvation by *P. aeruginosa* was highlighted by up-regulation of the master nitrogen regulator gene *ntrC*, which responds to limitation of N-sources, including urea, purines, amino acids and in particular glutamine [28]. 

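Nitrogen assimilation genes of *P. aeruginosa* rose as a group: 15 of 18 were higher (15 adjusted over the list alone), 1 was lower (1 adjusted over the list alone) and 2 did not pass the test. *glnA*, which makes glutamine from glutamate and ammonium, rose 2.93-fold, from 1198 ± 34.7 to 3515 ± 96.3 normalized CPM (log2 fold change 1.55, SE 0.047, edgeR adjusted p = 8.0e-12). *gdhA*, which links ammonium and glutamate, rose 2.49-fold, from 106 ± 7.16 to 263 ± 31.3 normalized CPM (log2 fold change 1.32, SE 0.081, edgeR adjusted p = 8.5e-09). *ureE*, needed to assemble urease, rose 2.94-fold, from 8.52 ± 1.23 to 25.0 ± 0.402 normalized CPM (log2 fold change 1.55, SE 0.12, edgeR adjusted p = 8.8e-08). The member that fell was *glnK*, for a nitrogen-sensing protein. With a median log2 fold change of 0.86 (camera adjusted p = 6.0e-07), the group also differed with an estimated correlation (adjusted p = 0.0439).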

In co-culture, increased expression of *ntrC* coincided with increased expression of *gdhA, glnA* and *ureE*, which respectively code for glutamate dehydrogenase, glutamine synthase, and a urease accessory factor, all involved in nitrogen assimilation (Table 3). In addition, the expression of the entire PA14_06890-PA14_06930 operon, which encodes putative glutamine amido/aminotransferases, was increased in the presence of *S. aureus*. 

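All 4 measured genes of this operon rose (4 adjusted over the list alone), 3 of them by at least 2-fold. PA14_06890 rose 2.36-fold, from 124 ± 6.47 to 293 ± 40.3 normalized CPM (log2 fold change 1.24, SE 0.087, edgeR adjusted p = 3.0e-08). PA14_06930 and PA14_06920 rose 2.32-fold and 2.04-fold, and PA14_06900 rose 1.55-fold (log2 fold change 0.63, SE 0.15, edgeR adjusted p = 0.0022). PA14_06910 was not analysed here. As a group they had a median log2 fold change of 1.12 (camera adjusted p = 1.3e-04, and adjusted p = 0.0920 with an estimated correlation). The paper named this operon from the same libraries, so its direction is not independent evidence.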

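In *S. aureus*, *gltB* fell 2.10-fold, from 398 ± 16.7 to 189.8 ± 6.24 normalized CPM (log2 fold change −1.07, SE 0.063, edgeR adjusted p = 1.4e-06), and *gltD* fell 2.11-fold, from 140.3 ± 7.99 to 67.5 ± 14.6 normalized CPM (log2 fold change −1.08, SE 0.14, edgeR adjusted p = 1.5e-04). These genes of glutamate synthesis belong to a list of 15 nitrogen assimilation genes. Of these, 9 fell (9 adjusted over the list alone), 2 rose (2 adjusted over the list alone) and 4 did not pass the test. The list's median log2 fold change was −0.32, which did not set it apart from the other genes (camera adjusted p = 0.308). Most of its members that fell were urease genes, whose enzyme releases ammonium from urea.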

Interestingly, we also observed a response compatible with nitrogen starvation in *S. aureus*, since both *gltB* and *gltD*, coding for the large and small subunit of glutamate synthase that converts glutamine to glutamate, were significantly decreased during co-culture. Moreover, both bacteria seemed to acquire extracellular N-sources as reflected by the increased expression of NWMN_1750 in *S. aureus*, encoding a glutamine binding protein, and PA14_24780 in *P. aeruginosa*, an ammonium transporter. 

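NWMN_1750 rose 2.18-fold, from 7.31 ± 0.260 to 16.3 ± 4.71 normalized CPM (log2 fold change 1.13, SE 0.21, edgeR adjusted p = 0.0016). PA14_24780 rose 3.87-fold, from 5.97 ± 0.710 to 23.3 ± 0.280 normalized CPM (log2 fold change 1.95, SE 0.12, edgeR adjusted p = 1.2e-08). Both differences were larger than the spread among the 3 libraries of either group.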

Taken together, these findings indicate that co-culture rapidly induces conditions of nitrogen starvation in both bacteria, where glutamine seems to play a central role (Fig. 5).

### Increased pyrimidine/purine synthesis and salvage pathways in *S. aureus*

Pyrimidines and purines are key components for DNA/RNA synthesis, cell-signaling ((p)ppGpp, c-di-GMP) and energy production (ATP, GTP). 

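Pyrimidine synthesis genes of *S. aureus* had the largest median change of all gene lists in either organism. All 9 tested genes rose (9 adjusted over the list alone), 8 of them by at least 2-fold, with a median log2 fold change of 5.82. *pyrP*, for a uracil permease, rose 256-fold, from 10.5 ± 0.972 to 2683 ± 158 normalized CPM (log2 fold change 8.00, SE 0.095, edgeR adjusted p = 1.0e-10; n = 3 libraries each). *pyrC*, for dihydroorotase, rose 126-fold, from 24.6 ± 3.50 to 3133 ± 185 normalized CPM (log2 fold change 6.98, SE 0.11, edgeR adjusted p = 5.0e-10), and *pyrB*, for aspartate carbamoyltransferase, 94.3-fold, from 21.1 ± 1.10 to 1992 ± 44.7 normalized CPM (log2 fold change 6.56, SE 0.071, edgeR adjusted p = 9.0e-11). *pyrAA* and *carB*, for the subunits of carbamoyl phosphate synthase, which uses glutamine, rose 94.4-fold and 56.7-fold. *pyrE* and *pyrD*, for later steps towards uridine monophosphate, rose 29.7-fold and 25.0-fold. The group rose relative to all other genes (camera adjusted p = 4.0e-56), also with an estimated correlation (adjusted p = 0.0277).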

The most highly induced gene (255-fold) in *S. aureus* in response to *P. aeruginosa*, encodes the uracil transporter PyrP, followed by the pyrimidine de novo synthesis operon (*pyrPEBCAA-carB-pyrF-*NWMN_117) (126 to 25-fold) (Table 2, Fig. 2 and Additional file 3: Table S1), encoding all enzymes required for the conversion of glutamine to uridine mono-phosphate (UMP). Furthermore, we observed decreased expression of *purR*, encoding the *pur* operon repressor, with concomitant increased expression of *purA* of the de novo purine synthesis pathway. Together with the upregulation of *hpt,* encoding the hypoxanthine-guanine phosphoribosyl-transferase of the purine salvage pathway, this should result in increased intracellular purine levels. 

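*purR* fell 2.18-fold, from 471 ± 27.5 to 215 ± 31.4 normalized CPM (log2 fold change −1.13, SE 0.10, edgeR adjusted p = 1.8e-05). *purA*, for the enzyme that commits inosine monophosphate to adenine nucleotides, rose 4.42-fold, from 204 ± 20.9 to 902 ± 71.6 normalized CPM (log2 fold change 2.15, SE 0.091, edgeR adjusted p = 1.6e-07). Over the whole path of purine synthesis, 2 of 14 genes rose (2 adjusted over the list alone), 3 fell (3 adjusted over the list alone) and 9 did not pass the test. Besides *purA*, the gene that rose was *purB* (1.44-fold). The median log2 fold change was 0.03 (camera adjusted p = 0.690).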

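*hpt* rose 2.01-fold, from 139.6 ± 3.09 to 281 ± 4.07 normalized CPM (log2 fold change 1.01, SE 0.060, edgeR adjusted p = 1.4e-06). Of the 7 genes of purine salvage and uptake, 1 rose (1 adjusted over the list alone), 3 fell (3 adjusted over the list alone) and 3 did not pass the test (median log2 fold change −0.13, camera adjusted p = 0.944). Those that fell included *pbuX*, for a xanthine permease (log2 fold change −0.72, SE 0.097, edgeR adjusted p = 2.0e-04), and *apt*, for adenine phosphoribosyltransferase (log2 fold change −0.40, SE 0.086, edgeR adjusted p = 0.0032).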

Taken together our observations indicate that activation of pyrimidine and purine synthesis via de novo and salvage pathways represent the most dramatic early response of *S. aureus* to the presence of *P. aeruginosa* (Fig. 5).

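The nucleotide genes of *S. aureus* differed in size of change by pathway. Further pyrimidine genes, listed as *pryR* for the operon's regulator and *pryF* for the decarboxylase that yields uridine monophosphate, rose 54.3-fold (log2 fold change 5.76, SE 0.084, edgeR adjusted p = 3.0e-10) and 37.6-fold (log2 fold change 5.23, SE 0.13, edgeR adjusted p = 7.0e-09). In the purine path, *guaA*, for guanosine monophosphate synthase, was 1.40-fold lower (log2 fold change −0.48, SE 0.064, edgeR adjusted p = 1.8e-04).

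**Figure D2:**
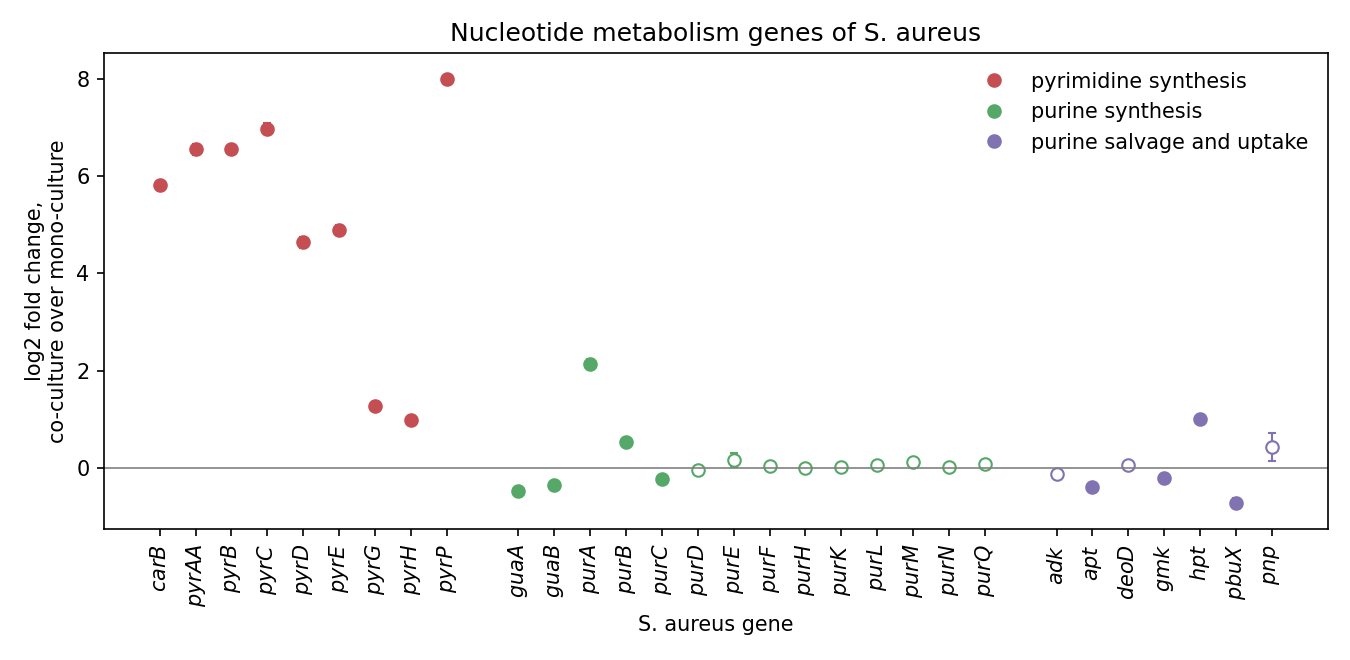
Log2 fold change, co-culture over mono-culture, with SE bars for *S. aureus* genes of pyrimidine synthesis, purine synthesis, and purine salvage and uptake, 3 libraries per group. Filled symbols are past an FDR of 5% and open symbols are not, and the pyrimidine genes lie around a median of 5.82, against 0.03 and −0.13 in the other lists.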

### Amino acid starvation responses and decreased carbohydrate utilization

*S. aureus* strains are auxotrophic for arginine, proline, valine, cysteine and leucine [29], despite the fact that *S. aureus* possesses the corresponding biosynthetic pathways [30]. It was therefore surprising to find a very strong response in genes involved in arginine biosynthesis pathways. 

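The genes of the arginine deiminase pathway in *S. aureus*, which degrades arginine to gain ATP, all fell (4 of 4, and 4 adjusted over the list alone). *arcB* was 35.8-fold lower in co-culture, from 323 ± 35.3 to 9.33 ± 2.10 normalized CPM (log2 fold change −5.16, SE 0.16, edgeR adjusted p = 2.0e-08), *arcA* 26.5-fold lower, from 308 ± 53.2 to 11.2 ± 2.70 normalized CPM (log2 fold change −4.73, SE 0.20, edgeR adjusted p = 1.3e-07), and *arcC* 7.09-fold lower, from 459.7 ± 33.1 to 64.9 ± 4.26 normalized CPM (log2 fold change −2.83, SE 0.085, edgeR adjusted p = 2.0e-08). This group had a median log2 fold change of −4.62 (camera adjusted p = 3.4e-10, and adjusted p = 0.193 with an estimated correlation).

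Of 7 genes of arginine synthesis, 5 rose (5 adjusted over the list alone), 1 fell (1 adjusted over the list alone) and 1 did not pass the test. *argG* rose 15.3-fold, from 12.5 ± 1.38 to 191 ± 23.2 normalized CPM (log2 fold change 3.94, SE 0.13, edgeR adjusted p = 4.0e-08), and *argH* 12.5-fold, from 18.5 ± 1.55 to 232 ± 28.4 normalized CPM (log2 fold change 3.64, SE 0.12, edgeR adjusted p = 3.4e-08). *argF*, for an ornithine carbamoyltransferase, was the one that fell (log2 fold change −1.65, SE 0.25, edgeR adjusted p = 4.1e-04). Here the median log2 fold change was 0.90 (camera adjusted p = 0.0339, and adjusted p = 0.261 with an estimated correlation). The call of this list was lost when the mono-culture libraries were thinned to the co-culture depth (camera adjusted p = 0.0623) and without mono-culture 2 (0.0567).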

Genes a*rcA-arcB-arcC* of the arginine catabolic operon were downregulated 33 to 7-fold, while *argG* and *argH*, encoding enzymes for conversion of citrulline to arginine were up-regulated (13 to 15-fold). This suggests a strong tendency to maintain or increase cytosolic arginine levels. Furthermore, the *putA* gene involved in an alternative arginine biosynthesis pathway was downregulated 7-fold (Table 2), probably to maintain sufficient proline concentrations [30]. 

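*putA*, for the enzyme that oxidizes proline towards glutamate, was 6.86-fold lower, from 123 ± 83.0 to 17.6 ± 2.21 normalized CPM (log2 fold change −2.78, SE 0.56, edgeR adjusted p = 0.0023). Its mono-culture libraries differed widely, and without mono-culture 1 the log2 fold change was −2.15.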

In *P. aeruginosa*, a prototrophic organism, an increase in *sspA*, coding for the stringent starvation protein A, is indicative of amino acid shortage. 

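*sspA* rose 2.05-fold, from 143 ± 6.79 to 292 ± 29.1 normalized CPM (log2 fold change 1.03, SE 0.071, edgeR adjusted p = 2.6e-08; n = 3 libraries each).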

In agreement with this, genes for branched chain amino acid (leucine, valine, isoleucine) transporters (PA14_64270, PA14_64280) and amino acid permeases (*mtr*, PA14_36220) were up-regulated 3 to 7-fold. Furthermore *P. aeruginosa* strongly repressed branched-chain amino acid degradation as illustrated by a 5 to 16-fold decrease in expression of the *lpdV*-*bkdB-bdhA-bdkA1 and mmsA-mmsB* operons (Table 3 and Additional file 4: Table S2). 

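PA14_64270 rose 5.08-fold, from 1.63 ± 0.500 to 8.47 ± 1.38 normalized CPM (log2 fold change 2.34, SE 0.23, edgeR adjusted p = 1.1e-06), and PA14_64280 3.79-fold, from 1.09 ± 0.525 to 4.18 ± 0.926 normalized CPM (log2 fold change 1.92, SE 0.32, edgeR adjusted p = 1.5e-04). Both had low counts in mono-culture. *mtr*, for a tryptophan permease, rose 2.74-fold, from 45.3 ± 2.12 to 124 ± 15.3 normalized CPM (log2 fold change 1.45, SE 0.088, edgeR adjusted p = 7.2e-09), and PA14_36220 2.62-fold (log2 fold change 1.39, SE 0.14, edgeR adjusted p = 8.7e-07). Among 7 uptake genes for branched-chain amino acids, 4 rose (4 adjusted over the list alone) and 3 fell (3 adjusted over the list alone). Those that fell, *braC*, *braD* and *braG*, encode parts of the high-affinity Bra transporter, and *braD* had a log2 fold change of −1.11 (SE 0.073). Their median log2 fold change was 0.68, whereas camera ranked the list lower than the other genes without calling it (adjusted p = 0.778).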

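Degradation genes for branched-chain amino acids were lower in 14 of 15 cases (14 adjusted over the list alone), 10 of them by at least 2-fold, and 1 did not pass the test. *bkdA1*, for a subunit of the branched-chain keto acid dehydrogenase, fell 11.9-fold, from 1352 ± 26.1 to 114 ± 23.4 normalized CPM (log2 fold change −3.57, SE 0.11, edgeR adjusted p = 8.0e-12). *bkdA2*, *bkdB* and *lpdV*, for the other subunits, fell 8.06-, 4.93- and 3.58-fold. *mmsA*, for methylmalonate-semialdehyde dehydrogenase of valine breakdown, fell 15.7-fold, from 171 ± 10.5 to 11.0 ± 1.94 normalized CPM (log2 fold change −3.97, SE 0.10, edgeR adjusted p = 3.0e-12), and *mmsB* 16.5-fold, from 40.2 ± 1.96 to 2.38 ± 0.470 normalized CPM (log2 fold change −4.04, SE 0.15, edgeR adjusted p = 4.0e-11). *bdhA* fell 5.81-fold (log2 fold change −2.54, SE 0.17, edgeR adjusted p = 1.5e-08). The list had a median log2 fold change of −1.32 (camera adjusted p = 3.2e-24), and its call held with an estimated correlation (adjusted p = 0.0439).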

Since *S. aureus* requires leucine and valine, this response could further increase amino acid starvation in *S. aureus*.

Genes for sugar and carbohydrate metabolism in *P. aeruginosa* were among the most strongly downregulated genes in the presence of *S. aureus*. These include the operon containing genes for the glucose/carbohydrate specific OprB porin and the adjacent ABC-transporters (PA14_22990 and PA14_23000) (10-fold decrease), the operon containing the OpdO porin and the co-transcribed ABC-transporter PA14_37250 (15 to 20-fold decrease), involved in pyroglutamate/lactam uptake as well as the gluconate permease gene *gnuT*. 

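Glucose and gluconate genes of *P. aeruginosa*, which take up these sugars and feed them into the Entner-Doudoroff pathway, fell in all 16 cases (16 adjusted over the list alone), 12 of them by at least 2-fold. *oprB* fell 8.63-fold, from 312 ± 21.2 to 36.1 ± 2.01 normalized CPM (log2 fold change −3.11, SE 0.074, edgeR adjusted p = 2.0e-12). The transporter genes PA14_22990, PA14_23000 and *gltK* fell 9.19-, 9.37- and 9.47-fold. *gnuT* fell 11.5-fold, from 44.1 ± 1.91 to 3.87 ± 0.936 normalized CPM (log2 fold change −3.53, SE 0.14, edgeR adjusted p = 1.2e-10). The list had a median log2 fold change of −1.46 (camera adjusted p = 3.0e-35), which held with an estimated correlation (adjusted p = 0.0173).

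In the operon of PA14_37250, all 6 genes fell (6 adjusted over the list alone), with a median log2 fold change of −4.07 (camera adjusted p = 4.8e-15, and adjusted p = 0.0501 with an estimated correlation). PA14_37250 itself was 12.6-fold lower, from 92.4 ± 5.39 to 7.27 ± 0.709 normalized CPM (log2 fold change −3.65, SE 0.10, edgeR adjusted p = 4.8e-12). PA14_37290 was 18.8-fold and PA14_37310 20.4-fold lower, the latter from 27.1 ± 3.39 to 1.31 ± 0.224 normalized CPM (log2 fold change −4.35, SE 0.20, edgeR adjusted p = 4.6e-10). PA14_37320 had a log2 fold change of −3.81 (SE 0.34), and −5.47 without co-culture 3. The paper named this operon from the same libraries, so its direction is not independent evidence.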

The data clearly illustrate an effort in both organisms to maintain or increase intracellular amino acid pools, while downregulating sugar and carbohydrate uptake and metabolism.

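*glpF* of *S. aureus*, for the glycerol facilitator, was 5.43-fold lower in co-culture, from 192 ± 73.8 to 35.0 ± 5.04 normalized CPM (log2 fold change −2.44, SE 0.30, edgeR adjusted p = 1.2e-04). *uhpT*, for the hexose phosphate antiporter, was 11.8-fold lower, from 74.7 ± 31.0 to 5.99 ± 2.48 normalized CPM (log2 fold change −3.56, SE 0.42, edgeR adjusted p = 9.9e-05).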

Another indicator of amino acid starvation is the accumulation of probably uncharged tRNAs, observed in *P. aeruginosa* (Table 3 and Additional file 4: Table S2). 

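All 15 tRNA genes of *P. aeruginosa* that were tested rose in co-culture (15 adjusted over the list alone), with a median log2 fold change of 1.60. PA14_08670 rose 3.02-fold, from 90.7 ± 1.44 to 273 ± 69.3 normalized CPM (log2 fold change 1.59, SE 0.13, edgeR adjusted p = 1.2e-07), and PA14_60150 3.28-fold, from 24.1 ± 1.97 to 78.7 ± 21.2 normalized CPM (log2 fold change 1.72, SE 0.15, edgeR adjusted p = 3.4e-07). These loci were taken from the authors' own table of 2-fold changes, so their direction is not independent evidence (camera adjusted p = 1.9e-08, and adjusted p = 0.249 with an estimated correlation). The counts are of reads on tRNA loci. They tell neither charged from uncharged tRNA nor mature tRNA from its precursors.

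The 4 rRNA loci of *P. aeruginosa* found in the same way also rose (4 adjusted over the list alone), with a median log2 fold change of 2.27, although the rRNA genes were not called as a group (camera adjusted p = 0.0744), except without mono-culture 2 (0.0464), mono-culture 3 (0.0125) or co-culture 3 (0.0201). PA14_55631 rose 5.01-fold, from 19.1 ± 10.8 to 96.5 ± 33.4 normalized CPM (log2 fold change 2.33, SE 0.32, edgeR adjusted p = 2.3e-05). PA14_62060 had a log2 fold change of 2.32 (SE 0.29), and 2.91 without mono-culture 3. Reads from near-identical rRNA copies cannot be placed with certainty. The libraries had been depleted of rRNA, so these counts are of reads left after depletion and do not measure the rRNA level. Over the co-cultures, summed tRNA counts were highest in co-culture 3, where *S. aureus* took the smallest share of the reads, and summed rRNA counts were lowest there.

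**Figure D3:**
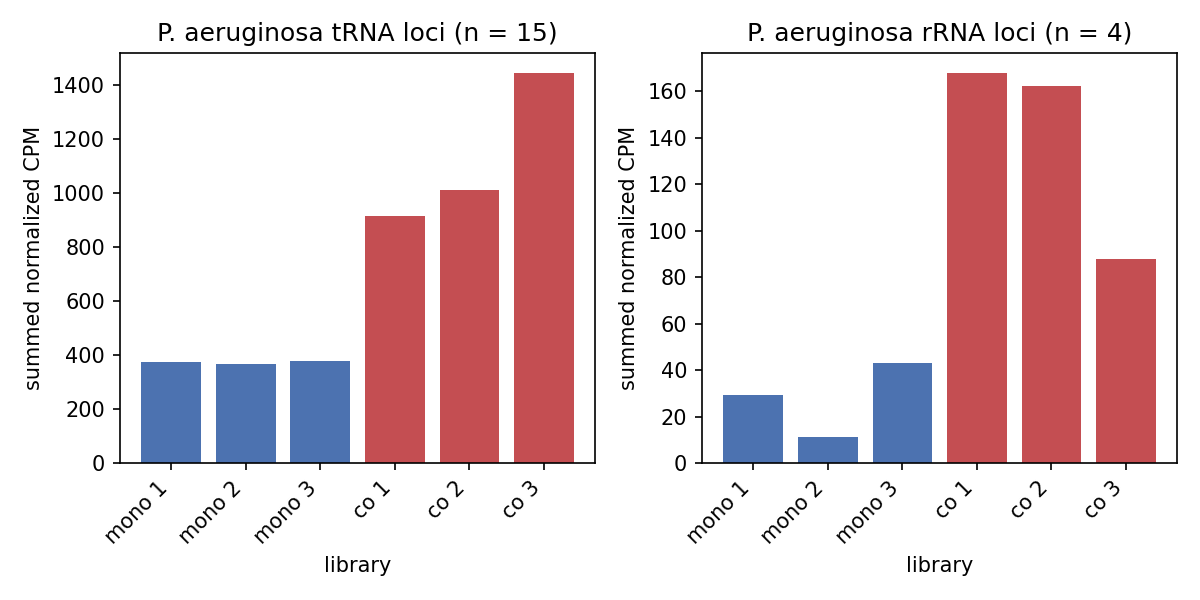
Summed normalized CPM of 15 tRNA loci (left) and 4 rRNA loci (right) of *P. aeruginosa*, one bar per library, mono-cultures in blue and co-cultures in red. The tRNA sum is 367 to 380 in mono-culture and 915 to 1448 in co-culture, and the rRNA sum 11.3 to 43.0 and 87.9 to 168.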

Uncharged tRNAs bind the ribosome and stimulate the synthesis of the alarmones ppGpp and pppGppp by the RelA/SpoT enzymes, signaling nutrient starvation stress. 

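Of the 16 rRNA loci of *S. aureus* in the counts, 6 had enough reads to be tested. Of those tested, 4 rose (4 adjusted over the list alone), 1 fell (1 adjusted over the list alone) and 1 did not pass the test. NWMN_rRNA02 rose 3.55-fold, from 16.9 ± 7.55 to 60.3 ± 7.48 normalized CPM (log2 fold change 1.83, SE 0.31, edgeR adjusted p = 8.7e-04). As a group, the tested loci had a median log2 fold change of 1.53 (camera adjusted p = 0.480), and reads from their near-identical copies cannot be placed with certainty. Here too, the reads are those left after rRNA depletion and do not measure the rRNA level. Among 22 genes for charging tRNA with amino acids, 7 rose (8 adjusted over the list alone), 8 fell (8 adjusted over the list alone) and 7 did not pass the test. *hisS* and *aspS*, which charge histidine and aspartate tRNA, rose 4.46-fold (log2 fold change 2.16, SE 0.082, edgeR adjusted p = 7.7e-08) and 3.51-fold (log2 fold change 1.81, SE 0.061, edgeR adjusted p = 4.0e-08), and *gatC*, for a tRNA amidotransferase subunit, 2.46-fold (log2 fold change 1.30, SE 0.081, edgeR adjusted p = 1.9e-06). The median of this group was −0.06 and its mean 0.19 (camera adjusted p = 0.495). *S. aureus* tRNA genes were not analysed here.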

In *S. aureus* we did not observe a similar increase in tRNA pools, but observed up-regulation of tRNA aminoacylation and rRNA genes (Additional file 3: Table S1).

### Antioxidant response by *S. aureus*

The transcriptional profile of *S. aureus* indicated signs of oxidative stress as illustrated by the increased expression of several genes encoding antioxidant proteins and more strikingly, NWMN_0175, encoding an NO dioxygenase (2-fold) [31], catalyzing NO detoxification by conversion into nitrate as well as *sodA* (2-fold) encoding the superoxide dismutase, which detoxifies superoxide (O_2_^−^) into dioxygen (O_2_), hydrogen peroxide (H_2_O_2_) and H_2_O [32]. 

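NWMN_0175 rose 2.17-fold, from 2182 ± 164 to 4746 ± 211 normalized CPM (log2 fold change 1.12, SE 0.073, edgeR adjusted p = 2.5e-06). *sodA* rose 2.18-fold, from 2712 ± 13.1 to 5921 ± 447 normalized CPM (log2 fold change 1.13, SE 0.070, edgeR adjusted p = 1.8e-06). Of 15 genes for defence against oxidative and nitrosative stress in *S. aureus*, 12 rose (12 adjusted over the list alone), 5 of them by at least 2-fold, and 3 fell (3 adjusted over the list alone). The genes that fell were *msrA*, *msrB* and *trxA*, for methionine sulfoxide reductases and thioredoxin. The group had a median log2 fold change of 0.72 (camera adjusted p = 0.0036, and adjusted p = 0.589 with an estimated correlation).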

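NWMN_1213 of *S. aureus* rose 2.37-fold in co-culture, from 136 ± 9.48 to 323 ± 11.6 normalized CPM (log2 fold change 1.25, SE 0.073, edgeR adjusted p = 1.3e-06). *bsaA1*, annotated as another glutathione peroxidase gene, rose 2.21-fold (log2 fold change 1.15, SE 0.20, edgeR adjusted p = 9.6e-04).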

Expression of NWMN_1213, encoding a putative glutathione peroxidase, was also increased (2.4-fold), which would allow further detoxification of the produced hydrogen peroxide produced by turning it into H_2_O. Finally, expression of *scdA*, encoding a membrane-repairing protein induced by oxidative stress in cell membranes [33, 34] was increased (2.7-fold). 

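*scdA* rose 2.72-fold, from 243 ± 9.43 to 663 ± 9.70 normalized CPM (log2 fold change 1.45, SE 0.056, edgeR adjusted p = 8.8e-08; n = 3 libraries each). This was the largest rise among the stress defence genes listed for *S. aureus*.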

Taken together, our results reveal strong evidence for increased oxidative stress sensed by *S. aureus*, which could result from acetate-induced ROS production under excess glucose concentrations or be induced by a metabolite [35, 36] (Fig. 5).

### Co-culture decreases virulence in *S. aureus* and *P. aeruginosa*

*P. aeruginosa* possesses several multidrug efflux pumps to protect itself from harmful molecules including antibiotics [37]. 

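All 4 genes of the MexGHI-OpmD pump of *P. aeruginosa*, which expels phenazine intermediates, fell in co-culture (4 adjusted over the list alone). *mexG* fell 4.33-fold, from 47.3 ± 4.32 to 11.1 ± 2.81 normalized CPM (log2 fold change −2.11, SE 0.14, edgeR adjusted p = 1.9e-08). *mexH*, *mexI* and *opmD* were 4.11-, 3.43- and 3.49-fold lower. The median log2 fold change was −1.92 (camera adjusted p = 2.7e-08), and the call held with an estimated correlation (adjusted p = 0.0439). This operon was taken from the paper, which named it from the same libraries, so its direction is not independent evidence.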

The expression of one of the resistance-nodulation-division (RND) type efflux pumps, encoded by the *mexGHI-opmD* operon was decreased 4 to 5-fold in co-culture (Table 3). The MexGHI-OpmD pump has been linked to vanadium resistance [38] and has recently been shown to transport 5-methylphenazine-1-carboxylate, a toxic intermediate in phenazine synthesis [39]. This is in agreement with a 2 to 6-fold downregulation of genes belonging to the two phenazine biosynthesis operons. 

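All 13 phenazine synthesis genes tested fell (13 adjusted over the list alone), 10 of them by at least 2-fold. *phzB2*, *phzC2* and *phzG2* of the core operon were 4.93-, 6.24- and 6.15-fold lower. *phzB2* fell from 190.5 ± 21.1 to 38.6 ± 1.58 normalized CPM (log2 fold change −2.30, SE 0.086, edgeR adjusted p = 5.6e-11). *phzM* and *phzS*, whose enzymes turn phenazine-1-carboxylate into pyocyanin, fell 1.84-fold (log2 fold change −0.88, SE 0.058, edgeR adjusted p = 1.8e-08) and 2.98-fold, the latter from 567 ± 19.1 to 191 ± 4.87 normalized CPM (log2 fold change −1.57, SE 0.052, edgeR adjusted p = 1.8e-11). Phenazine genes had a median log2 fold change of −1.66 (camera adjusted p = 4.5e-17, and adjusted p = 0.0501 with an estimated correlation). Reads shared between the near-identical copies of the operon cannot be assigned to one copy with certainty.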

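Pyochelin genes of *P. aeruginosa*, for a siderophore that brings iron into the cell, all fell (9 of 9, and 9 adjusted over the list alone). *pchA* and *pchB*, which make its precursor salicylate, were 9.97-fold and 14.8-fold lower in co-culture, *pchB* from 9.59 ± 0.576 to 0.606 ± 0.381 normalized CPM (log2 fold change −3.89, SE 0.28, edgeR adjusted p = 3.8e-08). *pchF*, for a peptide synthetase, fell 9.56-fold, from 145 ± 9.97 to 15.2 ± 0.442 normalized CPM (log2 fold change −3.26, SE 0.085, edgeR adjusted p = 3.0e-12), and *fptA*, for the outer membrane receptor, 4.84-fold, from 146 ± 15.5 to 30.0 ± 6.17 normalized CPM (log2 fold change −2.28, SE 0.12, edgeR adjusted p = 1.4e-09). The group had a median log2 fold change of −3.26 (camera adjusted p = 1.8e-17, and adjusted p = 0.0530 with an estimated correlation). Genes of the other siderophore, pyoverdine, showed no common direction. Of 13, 2 rose (1 adjusted over the list alone), 4 fell (4 adjusted over the list alone) and 7 did not pass the test. Their median log2 fold change was −0.03 (camera adjusted p = 0.778). The 2 that rose had few reads, and their mono- and co-culture libraries overlapped. The legend of the paper's overview figure counts pyoverdin synthesis as strongly reduced as well.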

Unexpectedly, expression of the entire pyochelin synthesis operon (*pchDCBA, pchEFG*) and of the FptA pyochelin receptor gene was also downregulated 6 to 15-fold, which would indicate that iron was not limiting at this stage of growth. In contrast, expression of several type 3 secretion system (T3SS) genes (*exsB*-*C*, *pscN*, *popN*, *pcr1* and *pcr2*) was increased 3-fold, despite the obvious absence of eukaryotic cells (Table 3 and Additional file 4: Table S2).

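Of 35 T3SS genes, 30 rose (30 adjusted over the list alone), 14 of them by at least 2-fold, and 5 did not pass the test. *pscN*, for the ATPase at the base of the secretion machine, rose 3.16-fold, from 38.4 ± 0.823 to 121 ± 13.2 normalized CPM (log2 fold change 1.66, SE 0.083, edgeR adjusted p = 1.1e-09), and *popN*, for a protein that gates secretion, 3.13-fold, from 22.7 ± 1.40 to 70.9 ± 9.98 normalized CPM (log2 fold change 1.65, SE 0.10, edgeR adjusted p = 1.2e-08). *exsB* and *exsC*, of the operon of the T3SS activator, rose 2.56-fold (log2 fold change 1.36, SE 0.084, edgeR adjusted p = 8.3e-09) and 2.41-fold (log2 fold change 1.27, SE 0.056, edgeR adjusted p = 3.4e-10). *pcr1* and *pcr2* were not analysed here. The median log2 fold change of the list was 0.87 (camera adjusted p = 2.1e-14), and its call held with an estimated correlation (adjusted p = 0.0439).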

Similarly, *S. aureus* decreased expression of many virulence factors in response to *P. aeruginosa*. Among them, the global (*sarA*) and accessory (*sarR*, *sarV*) virulence regulator genes (2 to 3-fold) (Additional file 3: Table S1), the capsular polysaccharide operon *capA-capP* (2 to 8-fold), as well as leukocidine and the secreted serine protease genes (*splA* to *splF*) (Table 2 and Additional file 3: Table S1). 

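Of 16 virulence regulators of *S. aureus*, 12 fell (12 adjusted over the list alone), none rose and 4 did not pass the test. *sarA* fell 2.29-fold, from 844 ± 216 to 367 ± 71.99 normalized CPM (log2 fold change −1.19, SE 0.20, edgeR adjusted p = 8.0e-04), *sarR* 2.19-fold (log2 fold change −1.13, SE 0.22, edgeR adjusted p = 0.0018) and *sarV* 3.47-fold (log2 fold change −1.79, SE 0.17, edgeR adjusted p = 2.2e-05). The group's median log2 fold change was −0.57 (camera adjusted p = 0.0656), and it was called with replicate number as a block (0.0394) and without mono-culture 2 (0.0425), co-culture 1 (0.0444) or co-culture 2 (0.0496).

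All 16 capsule genes fell (16 adjusted over the list alone), from *capB* with 1.65-fold to *capK* with 7.85-fold, *capK* from 131 ± 34.6 to 15.9 ± 6.61 normalized CPM (log2 fold change −2.97, SE 0.30, edgeR adjusted p = 3.4e-05). They had a median log2 fold change of −2.08 (camera adjusted p = 1.1e-13, and adjusted p = 0.261 with an estimated correlation). All 6 Spl protease genes fell (6 adjusted over the list alone), among them *splA* 3.90-fold (log2 fold change −1.96, SE 0.29, edgeR adjusted p = 3.5e-04) and *splC* 4.73-fold (log2 fold change −2.24, SE 0.30, edgeR adjusted p = 2.0e-04). *splD* fell from 5.26 ± 0.666 to 0.366 ± 0.634 normalized CPM, with no reads in co-cultures 2 and 3. The Spl genes had a median of −2.45, but were not called as a group (camera adjusted p = 0.239).

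Of 11 genes for toxins that lyse host cells, 10 fell (10 adjusted over the list alone) and 1 rose (1 adjusted over the list alone), with a median log2 fold change of −1.34 (camera adjusted p = 0.0028, and adjusted p = 0.193 with an estimated correlation). The leukotoxin gene *lukE* fell 5.51-fold (log2 fold change −2.46, SE 0.33, edgeR adjusted p = 2.1e-04), with a log2 fold change of −3.10 without co-culture 1, and NWMN_1084, for a phenol-soluble modulin, 4.56-fold (log2 fold change −2.19, SE 0.066, edgeR adjusted p = 2.0e-08). The gene that rose was NWMN_1926, annotated as a sphingomyelin phosphodiesterase, 6.45-fold, from 5.64 ± 0.905 to 36.4 ± 8.40 normalized CPM (log2 fold change 2.69, SE 0.20, edgeR adjusted p = 6.3e-06). Its locus number directly follows the window around prophage phiNM3 that is counted further below. Whether it encodes an active toxin was not examined. Superantigen-like exotoxin genes rose in 5 of 11 cases (5 adjusted over the list alone), and 6 did not pass the test (median −0.02, mean 0.37, camera adjusted p = 0.690).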

Since many of these virulence factors are costly to produce and target host cells, their downregulation should save resources and energy required for metabolic processes. 

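Of 17 *S. aureus* genes with a part in antibiotic resistance or tolerance, 4 rose (4 adjusted over the list alone), 7 fell (7 adjusted over the list alone) and 6 did not pass the test, and 1 changed by at least 2-fold. That gene was *dltC*, of the operon that adds D-alanine to teichoic acids, 2.04-fold lower, from 111 ± 9.83 to 53.2 ± 17.3 normalized CPM (log2 fold change −1.03, SE 0.19, edgeR adjusted p = 0.0014). *dltB* of the same operon fell 1.72-fold (log2 fold change −0.79, SE 0.13, edgeR adjusted p = 6.2e-04). *fmtB*, which takes part in methicillin resistance, rose 1.66-fold (log2 fold change 0.73, SE 0.11, edgeR adjusted p = 3.7e-04). With a median log2 fold change of −0.07, the list did not differ from the other genes (camera adjusted p = 0.690).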

No change in the expression of antibiotic resistance genes was observed.

### Opposite responses in cell wall lysis in *S. aureus* and *P. aeruginosa*

The CidA-CidB and LrgA/LrgB proteins constitute holin/anti-holin systems in *S. aureus* that regulate cell lysis in a programmed-cell-death manner and are required for biofilm formation through release of eDNA [40, 41]. Several genes that are involved in programmed cell lysis were significantly down-regulated in response to *P. aeruginosa*. In particular, the holin protein gene *cidA* was among the most affected genes (17-fold decrease) in co-culture. Furthermore, expression of the *lytN* cell wall hydrolase gene and the peptidoglycan degrading enzymes encoded in the NWMN_0134-*murQ*-*murP*-*murR* operon were also repressed in presence of *P. aeruginosa* (Table 2). In contrast, the so far uncharacterized *cidA* (PA14_16690, PA3431) and *cidB* (PA16680, PA3432) orthologues, present in *P. aeruginosa* were among the three most up-regulated genes in response to *S. aureus* (Table 3 and Additional file 4: Table S2). These holin/anti-holin systems regulate the access of endolysins to the periplasm and therefore control cell wall degradation and cell death.

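*cidA* was 16.7-fold lower, from 51.6 ± 10.2 to 3.34 ± 1.63 normalized CPM (log2 fold change −4.06, SE 0.32, edgeR adjusted p = 7.4e-06). Its neighbour *cidB* had a log2 fold change of −0.20 (from 414 ± 24.4 to 361 ± 35.8 normalized CPM; edgeR adjusted p = 0.0558) and did not pass the test, although it did with library sizes alone (adjusted p = 0.0073) and in several other settings. The anti-holin gene *lrgA* did not pass the test (log2 fold change 0.09, SE 0.12, edgeR adjusted p = 0.521), and its log2 fold change was −0.01 with library sizes alone. *lrgB* rose 1.26-fold (log2 fold change 0.33, SE 0.063, edgeR adjusted p = 0.0016). Over 9 genes for holins, anti-holins and murein hydrolases, 4 rose (4 adjusted over the list alone), 2 fell (4 adjusted over the list alone) and 3 did not pass the test. The other gene that fell was *atl*, for the major autolysin (1.78-fold), and *lytS*, for the sensor kinase upstream of *lrgAB*, rose 1.65-fold. These genes had a median log2 fold change of 0.09 while camera ranked the list lower than the other genes (adjusted p = 0.940).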

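*lytN* had few reads, from 4.49 ± 1.54 to 1.79 ± 1.01 normalized CPM, and its 2.35-fold lower level did not pass the test (log2 fold change −1.23, SE 0.50, edgeR adjusted p = 0.0568). It did pass with replicate number as a block (0.0349), without mono-culture 2 (0.0059) and in 4 other settings. All 4 genes of the NWMN_0134-0137 operon, for uptake and breakdown of a cell wall sugar, fell (4 adjusted over the list alone). NWMN_0134 fell 3.41-fold, from 203 ± 82.1 to 58.0 ± 17.4 normalized CPM (log2 fold change −1.77, SE 0.32, edgeR adjusted p = 0.0013). *murQ* and NWMN_0137 were 3.21-fold (log2 fold change −1.68, SE 0.28, edgeR adjusted p = 6.8e-04) and 3.89-fold lower (log2 fold change −1.96, SE 0.16, edgeR adjusted p = 8.4e-06). Their median log2 fold change was −1.73 (camera adjusted p = 0.108), and the group was called with replicate number as a block (0.0165) and without mono-culture 2 (0.0314). The paper named this operon from the same libraries, so its direction is not independent evidence.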

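The *P. aeruginosa* genes that Table 3 lists as holin-like, PA14_19680 and PA14_19690, were 6.47-fold and 7.76-fold higher in co-culture. PA14_19690 rose from 19.7 ± 0.878 to 153 ± 32.7 normalized CPM (log2 fold change 2.96, SE 0.14, edgeR adjusted p = 6.7e-10), and PA14_19680 from 15.0 ± 1.70 to 97.9 ± 31.8 normalized CPM (log2 fold change 2.69, SE 0.21, edgeR adjusted p = 9.2e-08). PA14_16680 was 2.51-fold lower, from 47.4 ± 3.21 to 19.0 ± 2.11 normalized CPM (log2 fold change −1.33, SE 0.10, edgeR adjusted p = 7.3e-08), and PA14_16690 was not analysed here.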

### Induction of phage and pyocin operons

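Of 17 phage genes of *S. aureus* taken from the paper's tables, 16 rose (16 adjusted over the list alone) and 1 fell (1 adjusted over the list alone), with a median log2 fold change of 1.81 (camera adjusted p = 0.0013, and adjusted p = 0.199 with an estimated correlation). Because these genes were chosen by the paper on the same libraries, their direction is not independent evidence. NWMN_0268 rose 4.15-fold, from 19.1 ± 2.48 to 79.2 ± 10.7 normalized CPM (log2 fold change 2.05, SE 0.14, edgeR adjusted p = 3.8e-06), and NWMN_0995 3.51-fold, from 92.6 ± 6.32 to 325 ± 22.5 normalized CPM (log2 fold change 1.81, SE 0.083, edgeR adjusted p = 2.8e-07). NWMN_1884 and NWMN_1896 rose 8.62-fold (log2 fold change 3.11, SE 0.36, edgeR adjusted p = 8.7e-05) and 6.34-fold (log2 fold change 2.67, SE 0.38, edgeR adjusted p = 3.0e-04), each from few reads in mono-culture, and NWMN_1811 rose 2.74-fold (log2 fold change 1.45, SE 0.099, edgeR adjusted p = 3.2e-06). NWMN_1885 had a log2 fold change of 2.86, and 3.51 without mono-culture 2. The gene that fell, NWMN_1038, had a log2 fold change of −1.69 (from 5.74 ± 0.995 to 1.76 ± 1.09 normalized CPM), which became −0.42 (edgeR adjusted p = 0.597) when the mono-culture libraries were thinned.

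All tested genes in 4 windows of the genome placed around the Newman prophages were also counted. Of the genes in the count table, 29 of 45 were tested around phiNM3, 24 of 49 around phiNM2, 21 of 56 around phiNM1 and 31 of 49 around phiNM4. The others had too few reads. Around phiNM3, 13 of 29 genes rose (13 adjusted over the list alone), none fell and 16 did not pass the test. Around phiNM2, 8 of 24 rose and 8 fell (8 and 8 adjusted over the list alone). Around phiNM1, 3 of 21 rose and 9 fell (3 and 9 adjusted over the list alone), and around phiNM4 3 of 31 rose and 3 fell (3 and 2 adjusted over the list alone). None of the windows differed from the other genes (camera adjusted p = 0.215 for phiNM3, 0.600 for phiNM2, 0.690 for phiNM1 and 0.940 for phiNM4).

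**Figure D4:**
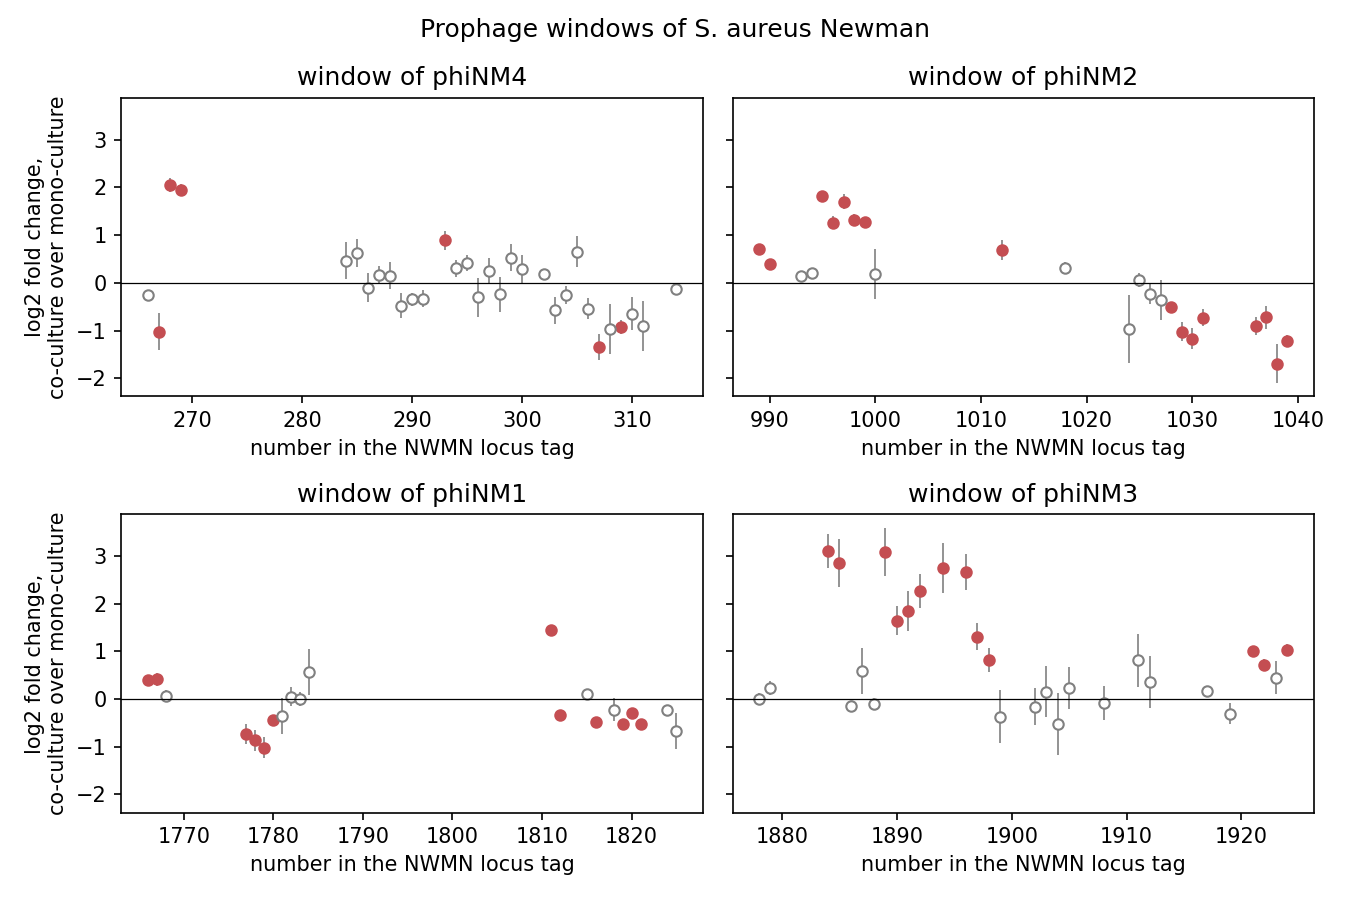
Log2 fold change, co-culture over mono-culture (3 libraries each), with SE bars against the NWMN locus number in 4 prophage windows of *S. aureus*, filled red symbols past an FDR of 5% and open grey symbols not. Around phiNM3 11 genes rose by at least 2-fold, whereas most genes around phiNM4 (25 of 31) did not pass the test.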

Intriguingly and in contrast to the above observations, was the induction of all four prophage loci of the *S. aureus* Newman strain, including the anti-repressor genes of prophages NM2 and NM4, and of structural phage genes from the NM1 (3 to 9-fold induction) and NM3 prophage operons (Table 2 and Additional file 3: Table S1). Similarly, the R- and F-pyocin genes in *P. aeruginosa* were induced in response to *S. aureus* (Additional file 4: Table S2). 

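All 16 R-pyocin genes of *P. aeruginosa*, for contractile tail-like particles, rose (16 adjusted over the list alone), 13 of them by at least 2-fold. PA14_08140 rose 3.17-fold, from 4.28 ± 0.356 to 13.6 ± 1.69 normalized CPM (log2 fold change 1.66, SE 0.16, edgeR adjusted p = 6.0e-07), and PA14_08070 2.29-fold, from 90.3 ± 3.58 to 208 ± 26.5 normalized CPM (log2 fold change 1.20, SE 0.083, edgeR adjusted p = 2.8e-08). The list had a median log2 fold change of 1.18 (camera adjusted p = 8.5e-11, and adjusted p = 0.181 with an estimated correlation). All 9 F-pyocin genes, for flexible particles, rose too (9 adjusted over the list alone), PA14_08240 2.69-fold (log2 fold change 1.43, SE 0.069, edgeR adjusted p = 8.4e-10) and PA14_08210 2.52-fold (log2 fold change 1.33, SE 0.078, edgeR adjusted p = 5.1e-09). Their median was 1.33 (camera adjusted p = 2.1e-10, and adjusted p = 0.0920 with an estimated correlation). The locus ranges of R- and F-pyocin were the paper's own, from the same libraries, so their direction is not independent evidence.

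All 4 genes of the pyocin lysis cassette next to them rose (4 adjusted over the list alone), for example PA14_08160 2.63-fold (log2 fold change 1.40, SE 0.14, edgeR adjusted p = 8.2e-07). Its median was 1.32 (camera adjusted p = 0.0442, and adjusted p = 0.249 with an estimated correlation). The cassette's call was lost with replicate number as a block (0.0517), with thinned mono-cultures (0.0638), and without mono-culture 1 (0.0513), co-culture 1 (0.0725) or co-culture 3 (0.0581).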

R- and F- as well as S-pyocins are widely distributed in *P. aeruginosa* strains and are induced in response to mitomycin C, oxidatvive stress (H_2_O_2_), as well as ciprofloxacin [42]. Hence, the presence of the co-colonizing organism is recognized as a stress signal and likely causes lysis of a small fraction of the bacterial population.

## Discussion

We attempted to analyze the early responses of *P. aeruginosa* and *S. aureus* when co-cultured for a short period (3 h) by transcriptomic analysis. Previous reports have focused on biofilm co-cultures in Brain Heart Infusion medium [43] and on growth on a CF-lung epithelium cell line performed in cell culture medium (MEM + 2 mM glutamine) [44]. Despite the very different culture conditions, we noticed some overlapping responses described in these two studies with our in vitro co-culture model but also identified some specific responses. A notable difference with the biofilm study was the very low number of genes (16) differentially regulated in *P. aeruginosa* [43], compared to the > 500 genes in our study using planktonic cells. This might be due to the different experimental setups, considering that metabolism is reduced during biofilm growth, while in our conditions both bacterial strains were in exponential growth phase requiring maximal metabolic activity.

It is therefore not surprising that the strongest responses measured by gene expression involved metabolic pathways in both bacteria. In particular, we found that *S. aureus* likely fermented glucose into lactate. As a logical consequence, we observed in *P. aeruginosa,* increased expression of lactate transporters, and pathways for conversion of lactate into pyruvate, which can subsequently fuel the TCA cycle. A similar response was observed by a previous transcriptome study on *S. aureus*-*P. aeruginosa* co-culture performed on a CF-respiratory epithelium, which showed increased lactate production in *S. aureus* in response to *P. aeruginosa* [44]. Moreover, the authors showed that *P. aeruginosa* preferentially uses lactate over glucose when both C-sources are available. 

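*aldA* of *S. aureus*, for an aldehyde dehydrogenase, was 3.87-fold lower after 3 h of co-culture, from 521 ± 290.0 to 133 ± 19.5 normalized CPM (log2 fold change −1.95, SE 0.39, edgeR adjusted p = 0.0022), with a wide spread among the mono-cultures.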

Our data obtained after only 3 h of co-culture, and in the absence of epithelial cells, showed down-regulation of *pflB*, *aldA* and *alsD-alsS* genes (acetoin, formate synthesis), and upregulation of *ldh* (lactate) and *adh* (ethanol) genes in *S. aureus*, which is in agreement with the study of Filkins et al. showing similar changes after 16 h of co-culture [44]. This indicates that lactate production is an early co-culture response and is independent of the presence of host epithelial cells. Additionally, we observed upregulation of lactate utilization (*lldA*, *lldD*) and uptake (PA14_63100) genes in *P. aeruginosa*, corroborating their metabolic data.

After 3 h of co-culture the transcriptome showed signs of a transition from aerobic to anaerobic conditions. As shown by the resazurin experiments, oxygen availability decreased more rapidly in the co-culture compared to the mono-cultures. Also, the threshold levels for a switch from aerobic to microaerophilic conditions might differ between the two organisms. This might explain that some of the anaerobically induced pathways were detected in *P. aeruginosa* but not in *S. aureus*. Considering that the CF-lung represents an oxygen scarce environment [45], the observed metabolic changes observed between *P. aeruginosa* and *S. aureus* in vitro might be of particular importance also under these in vivo conditions [46].

Our data further suggest that the co-culture conditions lead to a state of nitrogen starvation in both bacteria. N-sources play a key role in all cellular anabolic processes such as protein and nucleotide biosynthesis. Purines and pyrimidines are constituents of both DNA and RNA, and purines are specifically important for energy metabolism (ATP, NADH, coenzyme A) and as secondary messengers (c-di-GMP, cAMP, (p)ppGpp). In this context, glutamine represents a high-yield nitrogen and carbon source for microorganisms when processed by aminotransferases [47]. Our data indicate that the strongest response in *S. aureus* included de novo synthesis and activation of the salvage pathway for both purines and pyrimidines. In addition, increased expression of tRNAs (Table 3 and Additional file 4: Table S2) coupled with signs of nitrogen starvation point to a state of increased protein synthesis in both bacteria in co-culture. We therefore believe that nitrogen sensing represents a specific early response during competition between these two organisms.

Detrimental interactions between different bacterial species may involve contact-independent inhibition, via synthesis of antimicrobial molecules, or through contact-dependent inhibition [14, 18]. In agreement with this hypothesis, we observed increased expression of numerous antioxidant responses in *S. aureus* and in particular the NO-dioxygenase, which detoxifies NO [31]. However, none of the known anti-staphylococcal products (LasA protease, HQNO, pyocyanin) were upregulated under our experimental conditions in *P. aeruginosa*. 

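Of 16 *P. aeruginosa* genes for products that act on *S. aureus*, 5 rose (5 adjusted over the list alone), 5 fell (5 adjusted over the list alone) and 6 did not pass the test, with a median log2 fold change of 0.00 (camera adjusted p = 0.431). *lasA*, for the LasA protease that cuts staphylococcal peptidoglycan, was 1.48-fold lower, from 45.0 ± 2.14 to 30.4 ± 1.11 normalized CPM (log2 fold change −0.56, SE 0.082, edgeR adjusted p = 4.0e-05). *pqsA*, which starts the synthesis of HQNO and related quinolones, rose 1.50-fold, from 1185 ± 55.7 to 1782 ± 22.0 normalized CPM (log2 fold change 0.59, SE 0.049, edgeR adjusted p = 1.6e-07). None of the 16 genes rose by 2-fold. Of the 7 quorum sensing regulator genes, 5 rose (5 adjusted over the list alone), 1 fell (1 adjusted over the list alone) and 1 did not pass the test. *lasI*, for the synthase of the Las signal, had a log2 fold change of 0.76 (SE 0.050) and *qscR*, for a repressor of quorum sensing, −0.72 (SE 0.17). The median was 0.30 (camera adjusted p = 0.131).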

Since these products are quorum-sensing (QS)-controlled, their expression is likely to be induced during late exponential growth phase and independently of a competitor.

Interestingly, both organisms showed potential signs of cell lysis during co-culture, as suggested by induction of R- and F-pyocin synthesis genes in *P. aeruginosa* (Table 2) and several prophage genes (NM1 to NM4) in *S. aureus* (Table 3). Cell lysis may have occurred likely in a small sub-population of the culture in response to nutrient limitation or direct cell damage, and could allow the bacteria to detect the presence of a competitior, a mechanism known as competition sensing [48]. Prophage induction in *S. aureus* also occurs in the presence of hydrogen peroxide, produced for instance by *Streptococcus pneumonia* strains [49]. *P. aeruginosa* does not produce hydrogen peroxide but ROS or RNS species generated during the initial aerobic growth phase might induce this response in *S. aureus*.

Co-culture between *P. aeruginosa* and *S. aureus* also affected the expression of virulence factors in both bacteria. In order to colonize and survive within the host, bacteria express virulence factors, which allow them to adhere to host tissue and to get access to nutrients [50]. However, in this study *S. aureus* responded to the co-culture by decreasing the secretion of capsular polysaccharide, leukotoxins, general virulence regulators, serine proteases, none of which are known to have an effect on other bacteria. Similarly, *P. aeruginosa* showed decreased expression of biosynthesis pathways for the secreted virulence factors pyocyanin and pyochelin. The decreased expression of the RND multidrug efflux pump MexGHI-OpmD is consistent with these data [38]. Indeed, mutants in *mexI* and *opmD* are unable to produce the Pseudomonas Quinolone Signal (PQS, 2-heptyl-3-hydroxy-4-quinolone) and N-(3-oxododecanoyl)-L-homoserine lactone (3-oxo-C12-HSL), while showing a marked decreased production in N-butanoyl-L-homoserine lactone levels (C4-HSL). These defects have been reported to cause significant reduction in the production of QS-dependent virulence factors including elastase, rhamnolipids, pyocyanin, pyoverdin and significantly reduce swarming motility [51]. These observations suggest that in the absence of host cells, both organism decrease virulence factor production.

## Conclusions

Our dual-transcriptome analysis on *S. aureus* and *P. aeruginosa* co-culture reveals an intricate pattern of genetic adaptations during the initial encounter between these bacterial pathogens (Fig. 5). The responses are dominated by metabolic changes, since the largest number of differentially expressed genes belong to the functional classes “metabolism” and “transport”. In particular, our data confirm the previous observation that *P. aeruginosa* drives *S. aureus* into fermentation, allowing the former organism to use lactate, produced by the latter organism, as a C-source [44]. Both organisms show signs of nitrogen starvation that likely induce purine and pyrimidine synthesis pathways in *S. aureus*. We found no evidence for induction of anti-staphylococcal pathways in *P. aeruginosa*, suggesting that resource competition rather than direct (interference) competition prevail during the early stages of co-culture. Both organisms seem to sense stress caused by nutrient deprivation, ROS-mediated attack or direct cell damage. These stressor may induce cell lysis in a subpopulation of the culture caused by induction of pyocins in *P. aeruginosa* and prophages in *S. aureus*.

## Methods

### Strains and culture conditions

Bacterial strains used in the study are *P. aeruginosa* strain PA14 [52] and *S. aureus* Newman [53]. Bacteria were inoculated from − 80 °C glycerol stocks and grown overnight on M14 agar plates. M14 medium is based on M9 salts (Na_2_HPO_4_ 6 g/L; KH_2_PO_4_ 3 g/L; NaCl 0.5 g/L; NH_4_Cl 1 g/L) [54] supplemented with 10 g/L casamino acids (BD™, United States), magnesium sulfate (MgSO_4_) 1 mM, 2 mg/L thiamine (vitamin B1), 2 mg/L niacin (vitamin B3), 2 mg/L calcium pantothenate (vitamin B5), 0.1 mg/L biotin (vitamin B9) and 2 g/L glucose (11 mM). In this medium *S. aureus* and *P. aeruginosa* displayed similar growth rates when incubated at 37 °C in a microtiter plate [55].

### Short-term competition assay

The short-term competition assay was performed as illustrated in Fig. 1. *P. aeruginosa* PA14 and *S. aureus* Newman were grown overnight in M14 medium and diluted separately in this medium to an optical density (OD_600_) = 1.0. Ten μL from these bacterial suspensions were added to a microtiter plate (TPP®, Switzerland) containing 190 μL of M14 medium per well. One row was inoculated with *P. aeruginosa* and one row with *S. aureus*, only. The microtiter plate was incubated under static conditions in a Multi-Mode plate reader (Synergy H1, BioTek, USA) for 3 h. OD_600_ was measured at regular intervals following 1 min shaking. After the 3 h pre-incubation, co-cultures were prepared by mixing 100 μL of each mono-culture within an empty well obtaining a final volume of 200 μL. The remaining volume was discarded. The wells for the mono-culture were left unchanged (no addition of fresh medium). Rows A and H contained only medium to avoid evaporation at the plate edges and as a control for contamination. After 3 h of incubation, four identical wells of 200 μL were pooled together, representing one replicate. Three replicate samples were labelled as *P. aeruginosa* mono-cultures (PM1, PM2, and PM3), *S. aureus* mono-cultures (SM1, SM2, and SM3) and co-cultures (CC1, CC2, and CC3).

Plate countings were performed after the 3 h pre-incubation to determine the initial population size and after the following 3 h co-incubation period to assess the viability of both organisms (Fig. 1). Ten μL taken from four wells that constitute one sample were pooled and serially diluted in 0.9% NaCl. 100 μL aliquots of 10^− 5^, 10^− 6^ and 10^− 7^ dilutions were plated on LB agar plates supplemented with 12 μg/mL aztreonam (Merck, Switzerland) to eliminate *P. aeruginosa*, and on LB agar plates supplemented with 10 μg/mL vancomycin (Vancocin™, Sandoz Pharmaceuticals, Switzerland) to eliminate *S. aureus*. Colony-forming units (CFU) were counted after 18 h of incubation at 37 °C.

### RNA extraction

The RNeasy Mini Kit (Qiagen, Switzerland) was used for RNA isolation according to the manufacturer’s protocol, which was modified to include combined lysozyme and lysostaphin (Sigma-Aldrich, USA) treatments. Once the short-term competition assay was completed, all samples were centrifuged at 6000 RPM for 5 min at 4 °C and the supernatant was discarded. Pellets were rinsed with 250 μL of an acetone-ethanol (1:1) solution. Tubes containing the cell pellets were stored at − 80 °C. The next day, samples were thawed on ice, centrifuged at 6000 RPM for 10 min at 4 °C. Remaining liquid was removed carefully by pipetting. The pellet was resuspended in 1 mL of TE (10 mM Tris, 1 mM EDTA) buffer at pH 8.0. All samples were again centrifuged at 6000 RPM for 10 min at 4 °C and the supernatant discarded. The pellet was resuspended in 100 μL of lysozyme solution prepared by dissolving 3 mg of lysozyme (Sigma-Aldrich, USA) in 1 ml of Tris-EDTA pH 8.0. Lysostaphin was added to the solution at a final concentration of 1 mg/mL and the samples were incubated at 37 °C for 5 min. From this step onward the manufacturer’s protocol (RNeasy Mini Kit RNA) was followed except that the final elution step was repeated once to increase RNA yield. DNase was removed by digestion with RQ1 RNase-Free DNase (Promega, USA) according to the manufacturer’s protocol. Another RNA cleanup was performed after the DNase treatment. The RNA concentration was then measured using a Nanodrop 1000 spectrophotometer (ThermoScientific, USA).

### RNA sequencing and bioinformatics analysis

A total RNA amount of 1.3 μg was ribodepleted for each replicate sample using the Ribo-Zero rRNA removal Kit for bacteria (Epicentre, USA) following the manufacturer’s protocol. The TruSeq total RNA stranded kit (Illumina, USA) was used to prepare the libraries. The quantity of libraries was determined in a Qubit spectrophotometer and their quality assessed with a Tapestation on a DNA High sensitivity chip (Agilent Technologies, USA). The 18 libraries generated were pooled at equimolarity and loaded at 7 pM for clustering. The samples were sequenced in single reads of 100 bp using TruSeq SBS HS v3 chemistry on an Illumina HiSeq 2500 sequence (Illumina, USA). The sequencing quality control was done with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc), and all samples passed. Reads were mapped with the TopHat v.2 software [56] to the *P. aeruginosa* UCBP-PA14 RefSeq genome NC_008463.1 for samples PM1, PM2, PM3, and to the *S. aureus* Newman RefSeq genome NC_009641.1 for samples SM1, SM2, SM3, and a merge of the two for samples CC1, CC2, CC3. The tables of counts with the number of reads mapping to each gene feature were prepared with HTSeq v0.5.3 (https://htseq.readthedocs.io/en/release_0.11.1). The counts were normalized according to the library size and genes with less than one count per million reads (cpm) in all three samples were removed. The raw gene number of the set is 5977 for *P. aeruginosa (*analysis CC versus PM), and 2589 for *S. aureus* (analysis CC versus SM). Poorly or unexpressed genes were filtered out. The filtered data set consists of 5403 genes for *P. aeruginosa* PAO1 and 2418 genes for *S. aureus*. Additional file 5: Table S3 shows differentially expressed genes, using a False Discovery Rate of ≤5% (FDR).

### Quantitative real-time PCR

Quantitative Real-Time PCR (qRT-PCR) was performed using the SYBR Green PCR Kit (Qiagen, Switzerland) in a Rotor-Gene 3000 Real-Time PCR machine (Corbette Research, Australia). Specific qRT-PCR primers are listed in Additional File 6: Table S4. The reaction mix was prepared in a final volume of 25 μL: 12.5 μL of Rotor-Gene SYBR Green PCR Master Mix™ 2X, 2.5 μL of forward primer, 2.5 μL of reverse primer, 1 μL of cDNA template diluted to 10 ng/μL in RNase-free water and 6.5 μL of RNase-free water. The program was as follows: 5 min at 95 °C, 5 s at 95 °C, 10 s at 60 °C (40 cycles). Melt curve analyses were performed at the end of the run by heating from 60 to 95 °C. Samples were run in triplicates. Standard curves were prepared by 10-fold dilutions of purified gDNA of *P. aeruginosa* and *S. aureus*. The obtained concentrations for each target gene were then normalized to the concentration of a housekeeping reference gene: *rpsL* for *P. aeruginosa* [57], NWMN_1382 for *S. aureus* [58]. Relative gene expression was calculated for each replicate by dividing the ratio of the target gene over reference gene in co-culture by the same ratio in mono-culture. Relative gene expression is expressed in base 2-logarithms.

## Additional files

Additional file 1: **Figure S1.** MA plots of the differentially expressed genes.

Additional file 2: **Figure S2.** Validation of RNAseq data.

Additional file 3: **Table S1.** Differentially expressed genes in *S. aureus* in co-culture versus mono-culture (average of three replicates, after normalization).

Additional file 4: **Table S2.** Differentially expressed genes in *P. aeruginosa* in co-culture versus mono-culture (average of three replicates, after normalization).

Additional file 5: **Table S3.** RNAseq results and mapping statistics.

Additional file 6: **Table S4.** Primers used in this study.

## Abbreviations

CC: Co-culture
CF: Cystic fibrosis
FDR: False discovery rate
HQNO: 2-heptyl-4-quinolone *N*-oxide
NO: Nitric oxide
PM: *Pseudomonas aeruginosa* mono-culture
PQS: Pseudomonas quinolone signal (2-heptyl-3-hydroxy-4-quinolone)
qRT-PCR: Quantitiative RealTime-polymerase chain reaction
QS: Quorum sensing
RNS: Reactive nitrogen species
ROS: Reactive oxygen species
SM: *S. aureus* mono-culture

# Supplementary material for: Transcriptional profiling of Pseudomonas aeruginosa and Staphylococcus aureus during in vitro co-culture
**Source:** BMC Genomics. 2019 Jan 10;20:30. doi: 10.1186/s12864-018-5398-y
**Supplement:** Supplementary file 1 — Figure S1. MA plots of the differentially expressed genes.

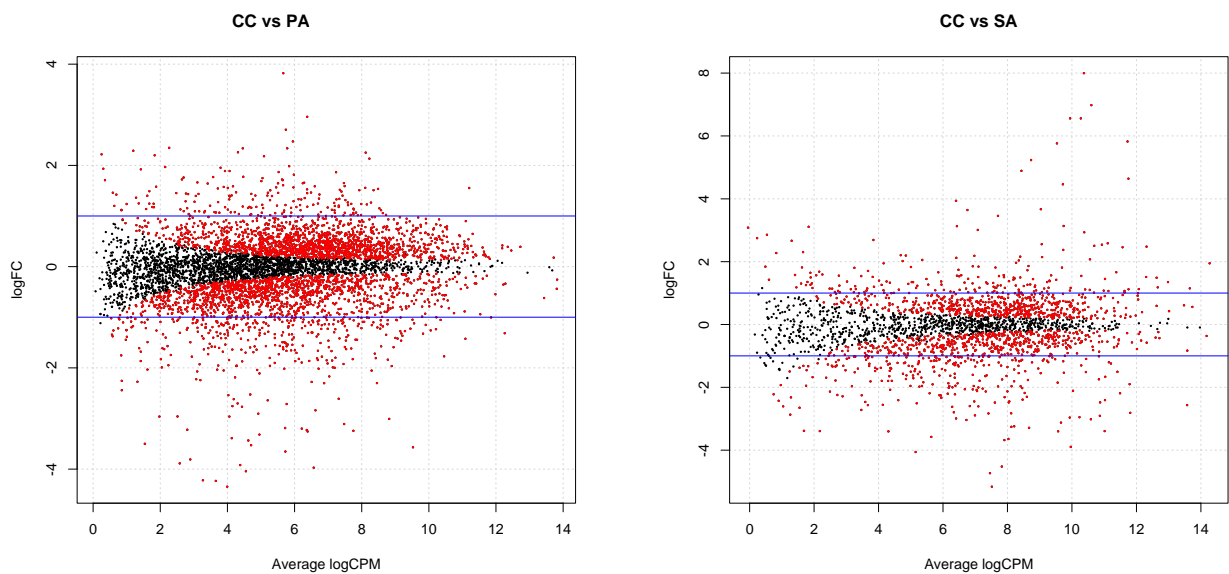

Fig. S1 MA plots of the differentially expressed genes. Differentially expressed genes with a p-value inferior to 0.05 are shown in red. The blue line indicates the FC 2 and -2 ( $\log_2 \text{FC} > 1$  and  $< -1$ ) threshold. The logCPM (count per million) is the average  $\log_2$  count per million for a given gene taken over all the libraries in the dataset. Co-culture (CC) versus *P. aeruginosa* (PA) mono-culture (left panel) and co-culture (CC) versus *S. aureus* (SA) mono-culture (right panel).

# Supplementary material for: Transcriptional profiling of Pseudomonas aeruginosa and Staphylococcus aureus during in vitro co-culture
**Source:** BMC Genomics. 2019 Jan 10;20:30. doi: 10.1186/s12864-018-5398-y
**Supplement:** Supplementary file 5 — Table S3. RNAseq results and mapping statistics.

**Table S3**. RNAseq results and mapping statistics

|  | **SM_1** | **SM_2** | **SM_3** | **PM_1** | **PM_2** | **PM_3** | **CC_1** | **CC_2** | **CC_3** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Reads number** | 10’400’115 | 10’807’609 | 14’256’197 | 11’322’303 | 11’598’941 | 12’171’332 | 12’667’559 | 9’979’166 | 11’588’758 |
| **TopHat aligned reads number** | 9’683’935 | 10’089’000 | 13’196’804 | 10’098’725 | 10’258’643 | 10’739’058 | 11’194’873 | 8’848’144 | 10’398’897 |
| **Reads with multiple alignments (%)** | 0.5 | 0.6 | 0.6 | 1.2 | 1.1 | 1.3 | 1.7 | 1.7 | 1.5 |
| **Overall read alignment rates (%)** | 93.1 | 93.4 | 92.6 | 89.2 | 88.4 | 88.2 | 88.4 | 88.7 | 89.7 |

SM, *S. aureus* Mono-culture; PM, *P. aeruginosa* Mono-culture; CC, Co-Culture

# Supplementary material for: Transcriptional profiling of Pseudomonas aeruginosa and Staphylococcus aureus during in vitro co-culture
**Source:** BMC Genomics. 2019 Jan 10;20:30. doi: 10.1186/s12864-018-5398-y
**Supplement:** Supplementary file 6 — Table S4. Primers used in this study.

| **Bacterial species** | **Gene** | **Primer** | **5’-3’ Sequence** | **Reference** |
| --- | --- | --- | --- | --- |
| *S. aureus* | *aur* | aur_F_377 | TTGCAACCGAGTGTTGATGG | This study |
|  |  | aur_R_378 | TGTCGGCTGCGTCATCTTTA | This study |
|  | *pyrP* | pyrP_F_379 | CGATGTTTGGCGCAACAGTA | This study |
|  |  | pyrP_R_380 | CCCGTGATAATTGGCGTGAT | This study |
|  | *ldh1* | ldh1_F_381 | AAGCGAAGCGTTCGATGTTG | This study |
|  |  | ldh1_R_382 | TTGTTCAATTTGCGCTTTGC | This study |
|  | *cidA* | cidA_F_383 | ATCTTCCCTTAGCCGGCAGT | This study |
|  |  | cidA_R_384 | GCGTAATTTCGGAAGCAACA | This study |
|  | *purR* | purR_F_385 | TGGCAAATGCGGTTGCTAAT | This study |
|  |  | purR_R_386 | GCCACCAGCCCTCATAAAATC | This study |
|  | *sarV* | sarV_F_387 | GCGGTAAAGAATTGAGGGATA | This study |
|  |  | sarV_R_388 | TCATCCGTTTCAGAACGCAAT | This study |
|  | NWMN_1382 | HU_1687_F | GGTTTCGGTAACTTTGAGG | Khemici *et al.* 2015 |
|  |  | HU_1747_R | CAGTTTGAGGGTTACGACC | Khemici *et al.* 2015 |
| *P. aeruginosa* | *lldA* | lldA_F_389 | CTGTTCCCTGGAGGACATCG | This study |
|  |  | lldA_R_390 | ATCTGCAGGTCGAGGGTCAG | This study |
|  | PA14_19680 | 19680_F_391 | CGGTACTCATCGCCTTCTGG | This study |
|  |  | 19680_R_392 | CCGGGATGAAGAACAGCAAC | This study |
|  | PA14_68430 | 68430_F_393 | CTGAACCAGGCGGTGATGAT | This study |
|  |  | 68430_R_394 | GCGCTTGAGGTTCCAGAATG | This study |
|  | PA14_60810 | 60810_F_395 | GAGTACCCTCGAACGCCTCA | This study |
|  |  | 60810_R_396 | TCCAGGGCTTCGACATAGGA | This study |
|  | *phzS* | phzS_F_397 | CTGCGCGAATACGAAGAAGC | This study |
|  |  | phzS_R_398 | GTTCCACCTGGTTGCGGTAG | This study |
|  | PA14_54080 | 54080_F_399 | AGCCCTTCGACATCAACGAA | This study |
|  |  | 54080_R_400 | CAGCGGAGGATGAAATCGAG | This study |
|  | *pchD* | pchD_F_412 | AGTTGCAACAGGTGCTGGGAATG | This study |
|  |  | pchD_R_413 | TAGTAGCCGCGGATGGTGTAGGG | This study |
|  | *rpsL* | rpsL_F_308 | GCAAGCGCATGGTCGACAAGA | Dumas *et al.* 2006 |
|  |  | rpsL_R_308 | CGCTGTGCTCTTGCAGGTTGTGA | Dumas *et al.* 2006 |

**Table S4.** Primers used in this study

How the deposited data were processed for this re-analysis (not part of the article)

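RNA was sequenced from 9 libraries: 3 mono-cultures of *P. aeruginosa* PA14, 3 mono-cultures of *S. aureus* Newman and 3 co-cultures, all taken 3 h after the co-cultures had been mixed, each from 4 pooled wells. Total RNA had been depleted of rRNA with Ribo-Zero and made into stranded TruSeq libraries. The authors mapped the reads with TopHat2 version 2 to the genome of each species, or to both genomes merged for the co-cultures, and deposited the read counts per gene made with HTSeq 0.5.3p9, as whole numbers with no normalization. The strand and overlap settings of HTSeq are not stated in the sources used here. A second pair of tables holds a score for each gene, which the authors deposited as the signed fold change of co-culture over mono-culture after their own normalization with edgeR 3.4.2, for genes past an FDR of 5% and 2-fold. All values reported at the results come from the counts, while the authors' tables gave functional classes, the *P. aeruginosa* tRNA and rRNA loci, and folds for comparison.

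The *P. aeruginosa* table holds 5969 genes, 13 of them without a read in any of its 6 libraries, and the *S. aureus* table 2589 genes, 66 of them without a read. Libraries of *P. aeruginosa* held a median of 8483894 reads on genes in mono-culture and 6535186 in co-culture. For *S. aureus* these medians were 8493465 and 1995108, so its co-culture values rest on fewer reads. The 10 most abundant genes took 9.69 to 11.2% of the counts in the *P. aeruginosa* libraries and 13.2 to 14.9% in those of *S. aureus*.

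Each organism was analysed by itself in R 4.3.3 with edgeR 4.0.16. Genes with at least 1 CPM in at least 3 of 6 libraries were kept. Library sizes were scaled by TMM factors, which lay between 0.984 and 1.02 in *P. aeruginosa*, between 1.02 and 1.05 in *S. aureus* mono-cultures and between 0.935 and 0.985 in its co-cultures. Negative binomial dispersions were estimated, and co-culture was compared with mono-culture by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over all tested genes of an organism. A gene was called at an FDR of 5%, and counted as changed by 2-fold or more where the absolute log2 fold change was also at least 1. SE values are the absolute log2 fold change divided by the square root of the F statistic. Levels are CPM scaled by the TMM factors.

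Gene lists were tested against all other genes with camera from limma 3.58.1, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the lists of an organism. A list needed at least 3 tested members. All 37 *P. aeruginosa* lists and 41 of the 42 *S. aureus* lists could be tested, the exception being *S. aureus* tRNA genes, for which the count table gave no member. The lists were taken from general knowledge of the pathways, with the paper's tables already read, and some were the paper's own: its cytochrome oxidase, efflux pump and locus-tag operons, the locus ranges of its pyocins, the prophage loci it lists, and the *P. aeruginosa* tRNA and rRNA loci of the authors' table. Windows of locus numbers stood for the prophages, and their borders are approximate.

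Genes named in the text follow a rule: the 10 largest changes in each direction per organism among called genes whose groups did not overlap, every gene that the paper names in its text or in Tables 2 and 3, the genes with primers in Table S4, and, for each list with more than 3 called members, its 3 largest changes. Values in the paper's tables had been seen when the rule was written. The rule gave 144 genes in *P. aeruginosa* and 161 in *S. aureus*. A few genes outside the rule are named to spell out a count of 5 or fewer, or were singled out (*narG*, *narH*, *fdnI*, NWMN_2453, *rhlC* and *chiC*), and all of these were chosen after their values had been seen.

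Classes of the authors' 2-fold tables were counted over the genes that were also called here, 525 and 431, with 95% Wilson intervals and a two-sided Fisher's exact test between organisms. Read shares in the co-cultures are the gene counts of one organism over those of both. Intervals of the excess ratios come from 2000 bootstrap draws over genes or loci. These steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

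The pipeline was tested on data simulated at the depth of these libraries, with 200 changed genes per organism. Their spread followed edgeR's trend of dispersion with expression level. In *P. aeruginosa* it recovered 55 of 67 genes changed 1.5-fold, 66 of 67 changed 2-fold and 66 of 66 changed 4-fold, and called 8 of 5518 unchanged genes. In *S. aureus* it recovered 50 of 67, 59 of 67 and 66 of 66, and called 4 of 2204 unchanged genes. Camera called 0 of 100 lists of unchanged genes at an unadjusted p under 0.05 in either organism, where the simulated genes were independent of each other. The simulation left out the spread particular to each gene. It also changed far fewer genes than the 3444 and 1534 called in the data, so its rates may not carry over to them.

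Replicate numbers were not taken as pairs, since no source states that mono-culture and co-culture libraries of one number belong together. Deviations from the group means, correlated across genes between libraries of the same number, were 0.033 to 0.054 in *P. aeruginosa*, each the best match of its number, and −0.308 to 0.129 in *S. aureus*. Genes are not independent replicates in such a correlation. No library was a copy of another, as the counts of any 2 libraries of a group differed by more than sampling noise.

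The alternatives were DESeq2 1.42.0 with its size factors, library sizes alone, RLE and upper-quartile factors, no filter beyond 1 count, filterByExpr, 1 CPM in each of the 6 libraries, edgeR's classic exact test, replicate number as a block, rRNA and tRNA genes left out, mono-culture libraries thinned at random (seed 2019) to the mean depth of the co-cultures, and each library left out in turn. For lists, camera with an estimated correlation and fry were added, and for the classes, the class named metabolism alone and genes of unknown function left out. The CFU counts, resazurin measurements and quantitative PCR of the study were not analysed here. Reference annotation of another *S. aureus* strain was not used here.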

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

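Of the tests in this part, those of the tRNA and of the rRNA loci taken apart, of the quorum-sensing-controlled genes and of other splits of the libraries were chosen only after the result was seen. Each gene list named first passed camera's test and is not discussed as a group in the text of the paper, although its tables list single members such as *trpD* and *trpE*. In *P. aeruginosa* 11 of 16 such lists passed, and in *S. aureus* 6 of 18.

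In *P. aeruginosa*, the listed genes of terminal oxidases other than the *aa*3 type were higher in co-culture: 8 of 8 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 fold change of 0.73 (camera adjusted p = 4.7e-05, and adjusted p = 0.154 with an estimated correlation). The list held *cyoA* to *cyoE*, *cioA*, *cioB* and, of the *cbb*3 type, *ccoN-2* alone. *ccoN-2*, for a high-affinity *cbb*3 oxidase subunit, rose 3.70-fold (log2 fold change 1.89, SE 0.14, edgeR adjusted p = 4.1e-08) and *cioA*, for the cyanide-insensitive oxidase, 2.53-fold (log2 fold change 1.34, SE 0.062, edgeR adjusted p = 4.8e-10). ATP synthase genes had a median of 0.50, as 7 of 9 rose and 0 fell (7 and 0 adjusted over the list alone) (camera adjusted p = 4.4e-04, and adjusted p = 0.154 with an estimated correlation). Histidine utilization genes, which break histidine down to glutamate, all fell (5 of 5, and 5 adjusted over the list alone), with a median of −1.59 (camera adjusted p = 6.2e-12, and 0.0439 with an estimated correlation). Among them *hutU* fell 3.90-fold (log2 fold change −1.96, SE 0.054, edgeR adjusted p = 4.5e-12). All 3 dipeptide transport genes fell (3 adjusted over the list alone), with a median of −1.85 (camera adjusted p = 3.3e-12, and adjusted p = 0.0439 with an estimated correlation).

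Flagellum genes of *P. aeruginosa* had a median of 0.54, as 32 of 42 rose and 5 fell (32 and 5 adjusted over the list alone) (camera adjusted p = 5.7e-09, and adjusted p = 0.0923 with an estimated correlation), while chemotaxis genes had a median of −0.32, as 0 of 5 rose and 3 fell (0 and 4 adjusted over the list alone) (camera adjusted p = 0.0258, and adjusted p = 0.188 with an estimated correlation). Sulfur assimilation and starvation genes had a median of 0.58, as 13 of 21 rose and 4 fell (13 and 4 adjusted over the list alone) (camera adjusted p = 2.0e-05, and adjusted p = 0.0920 with an estimated correlation), and the largest rise among them was PA14_19500 with 3.39-fold (log2 fold change 1.76, SE 0.23, edgeR adjusted p = 1.5e-05). Heat shock genes had a median of −0.44, as 1 of 17 rose and 15 fell (1 and 15 adjusted over the list alone) (camera adjusted p = 6.0e-07, and adjusted p = 0.229 with an estimated correlation), with *ibpA*, for a small heat shock protein, 3.41-fold lower (log2 fold change −1.77, SE 0.061, edgeR adjusted p = 2.7e-11). Genes of pyrimidine and purine synthesis had a median of 0.38, as 17 of 24 rose and 1 fell (17 and 1 adjusted over the list alone) (camera adjusted p = 2.1e-04, and adjusted p = 0.249 with an estimated correlation). Ribosomal protein genes had a median of 0.23, as 34 of 53 rose and 3 fell (37 and 3 adjusted over the list alone) (camera adjusted p = 1.5e-04, and adjusted p = 0.398 with an estimated correlation), and genes of aminoacyl-tRNA synthetases a median of 0.41, as 21 of 25 rose and 1 fell (21 and 1 adjusted over the list alone) (camera adjusted p = 3.9e-06, and adjusted p = 0.141 with an estimated correlation).

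In *S. aureus*, the 3 manganese uptake genes with the largest change, NWMN_0601, NWMN_0602 and NWMN_0603, fell 10.6-, 9.79- and 8.71-fold. Of this list, 4 of 4 genes fell (4 adjusted over the list alone), with a median of −3.21 (camera adjusted p = 2.1e-15, and adjusted p = 0.0350 with an estimated correlation). All 7 tryptophan synthesis genes fell (7 adjusted over the list alone), with a median of −2.91 (camera adjusted p = 4.6e-26, and adjusted p = 0.0363 with an estimated correlation), *trpA* 8.09-fold (log2 fold change −3.02, SE 0.066, edgeR adjusted p = 2.9e-09). The genes of the high-affinity potassium uptake system Kdp all fell (5 of 5, and 5 adjusted over the list alone), with a median of −1.90 (camera adjusted p = 0.0235, and adjusted p = 0.514 with an estimated correlation). So did those of riboflavin synthesis (5 of 5, and 5 adjusted over the list alone), with a median of −1.64 (camera adjusted p = 1.2e-04, and adjusted p = 0.261 with an estimated correlation). TCA cycle genes had a median of −0.91, as 0 of 11 rose and 7 fell (0 and 7 adjusted over the list alone) (camera adjusted p = 0.0181, and adjusted p = 0.794 with an estimated correlation), with *sdhB*, for a succinate dehydrogenase subunit, 3.61-fold lower (log2 fold change −1.85, SE 0.10, edgeR adjusted p = 9.3e-07). Genes of coagulases and adhesins had a median of 0.48, as 9 of 14 rose and 1 fell (9 and 1 adjusted over the list alone) (camera adjusted p = 0.0380, and adjusted p = 0.314 with an estimated correlation), and *coa*, for coagulase, rose 3.61-fold (log2 fold change 1.85, SE 0.13, edgeR adjusted p = 3.7e-06).

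The first pattern weighed is the higher counts on *P. aeruginosa* tRNA and rRNA loci in co-culture. If *S. aureus* reads had been counted there, the excess over mono-culture should follow the ratio of *S. aureus* to *P. aeruginosa* reads, which was 1.81 times higher in co-culture 1 than in co-culture 3, and a ratio up to 1.3 had been set as speaking against it. The ratio of the summed excess was 0.600 (bootstrap interval 0.497 to 0.832) over all 19 loci and 0.503 (0.479 to 0.519) over the 15 tRNA loci, which argues against *S. aureus* reads as the source for the tRNA loci. Over the 4 rRNA loci it was 2.34 (1.89 to 2.53), above the predicted 1.81, so *S. aureus* rRNA reads were not excluded as a source. The rRNA sum varied from 11.3 to 43.0 normalized CPM among the mono-cultures, which hold no *S. aureus* reads, so other sources stay open. Each ratio compares 1 co-culture library with 1 other, and its interval resamples loci only, without the spread between libraries. For tRNA, a response to *S. aureus*, the lower density of *P. aeruginosa* after mixing and differences in RNA recovery stay open, and none of these was tested.

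The second pattern is the set of genes called higher by at least 2-fold in each organism, which reads from the other species might inflate, since only the co-cultures held both. For the 189 *S. aureus* genes, the median ratio of the excess in co-culture 3 to that in co-culture 1 was 1.12 (bootstrap interval 1.09 to 1.15), where reads from *P. aeruginosa* predict 1.81 and 1.3 had been set as the bound. For the 181 *P. aeruginosa* genes, the ratio of co-culture 1 to co-culture 3 was 0.868 (0.769 to 0.944) against the same prediction. Both values argue against such reads as the cause of these sets, though not for any single gene. Each ratio compares 1 co-culture library with 1 other, and its interval resamples genes only, without the spread between libraries. That the co-cultures were also diluted by mixing, unlike the mono-cultures, stays open beside a response to the other species, as every co-culture library has both.

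The third pattern is the lower transcripts of phenazine synthesis (median log2 fold change −1.66) and of MexGHI-OpmD (−1.92) in *P. aeruginosa*. A lower cell density after mixing could cause a general fall of quorum-sensing-controlled genes. If that fall were equal in size, it would bring the other genes of that regulon down as far. Over 19 such genes outside these lists, 5 rose, 8 fell and 6 did not pass the test, and their median log2 fold change was −0.032 (quartiles −0.53 and 0.17). This lies above the phenazine median by more than the interquartile range of 0.704, which argues against a general fall of equal size. The comparison cannot decide on a general fall that is weaker in the other genes. The genes that rose were *rhlA* and, of quinolone synthesis, *pqsA*, *pqsB*, *pqsC* and *pqsH*, so the median leans on a single pathway. Members such as *rhlC* (log2 fold change −1.15, the lowest of the 19) and *chiC* (−1.04) did fall. An unequal fall, or an effect on part of the regulon, therefore stays open. So does a response to *S. aureus* itself, which was not tested apart from dilution.

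The 6 libraries of an organism can be split into 3 and 3 in 10 ways, so the share of splits with a result as large cannot be under 0.1. For *P. aeruginosa*, edgeR's quasi-likelihood test called 3444 genes in the real split and at most 0 in the others, 546 and at most 0 past 2-fold, and camera called 26 lists in the real split and at most 22 in the others. For each of these, the number of splits with as many was 1. For *S. aureus*, 1534 genes were called in the real split and at most 0 in the others, and 444 and at most 0 past 2-fold, the number of splits with as many being 1 each time. Its lists numbered 14 in the real split and at most 17 in the others, and 4 of the 10 splits had as many. In the other splits, up to 46 *P. aeruginosa* and 52 *S. aureus* genes had an unadjusted p under 0.05, and DESeq2 called 0. Every other split mixes mono- and co-culture libraries in both groups. Part of the co-culture difference therefore remains between the groups, and the rest adds to the spread within them. Neither the 0 genes nor the lists called there can tell how often a call arises without a difference. With an estimated correlation, 8 of the 26 list calls in *P. aeruginosa* and 3 of the 14 in *S. aureus* held. Camera's calls with the preset correlation therefore carry less weight than the calls of single genes.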

How the results depend on the processing

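Every alternative reported here was set out beforehand, and no test in this part was chosen after the result was seen. Of the genes named by the rule, 141 of 144 in *P. aeruginosa* and 153 of 161 in *S. aureus* stayed on their side of the FDR of 5% under all of the 17 settings in which they were tested, and 0 turned direction while called. Of the genes that were not called, NWMN_1382 changed sign with library sizes alone and upper-quartile factors (−0.05 and −0.01), and *lrgA* with library sizes alone and without co-culture 1 (−0.01 in both). The genes that changed side were *pvdA*, *pvdH* and *pvdO*, and in *S. aureus* NWMN_0637, NWMN_1038, *cidB*, *cydB*, *hisB*, *leuC*, *lytN* and *oppB*. Causes were not tested. In *S. aureus*, *hisB* had an edgeR adjusted p of 0.0095 and one of 0.0801 with DESeq2.

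Counts of called genes stayed within 1.5 times of the reported ones under all settings. In *P. aeruginosa* they ranged from 1476 to 1757 higher and from 1450 to 1963 lower, and in *S. aureus* from 648 to 782 higher and from 675 to 911 lower. Past 2-fold, they ranged from 158 to 200 higher and 318 to 414 lower in *P. aeruginosa*, and from 153 to 203 higher and 233 to 302 lower in *S. aureus*. Upper-quartile factors gave 1476 higher and 1963 lower in *P. aeruginosa*, DESeq2 1580 higher and 1450 lower, and library sizes alone 648 higher and 911 lower in *S. aureus*, where they moved the median log2 fold change of all genes by −0.10. Replicate number as a block gave 1745 higher and 1735 lower in *P. aeruginosa*, and 717 higher and 745 lower in *S. aureus*. Leaving out 1 library gave 1566 to 1737 higher and 1531 to 1620 lower in *P. aeruginosa*, and 688 to 760 higher and 675 to 814 lower in *S. aureus*.

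The shares of the functional classes depend on the denominator. With the class named metabolism alone, metabolism made up 21.7% of the classed *P. aeruginosa* genes and 16.5% of those of *S. aureus*. With genes of unknown function left out, metabolism made up 38.1% and 40.8%, and transport 14.9% and 19.5%, which follows from the smaller denominators. The mean share of *S. aureus* in the co-culture counts stayed at 25.4% without rRNA and tRNA genes.

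Calls of lists changed most with the assumed correlation between genes and with the kind of list test. With an estimated correlation, 18 of the calls in *P. aeruginosa* and 11 of those in *S. aureus* were lost, while fry, which does not compare a list with other genes, added 9 and 21. Between the scaling and filter settings, camera's calls stayed the same for every list tested under them. Lists that changed with a block, thinning or 1 library left out were the pyocin lysis cassette and the rRNA genes of *P. aeruginosa*, and arginine synthesis, gluconeogenesis, the NWMN_0134-0137 operon and the virulence regulators of *S. aureus*.

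Depth limits the *S. aureus* co-cultures most, and among the named *S. aureus* genes the SE was largest for *hisB*, *splF* and *splD*, all under 1 CPM there. A single library moved some folds by more than 1.5 times: the log2 fold change of *lukE* was −2.46, and −3.10 without co-culture 1, that of *putA* −2.78, and −2.15 without mono-culture 1, and that of NWMN_1885 2.86, and 3.51 without mono-culture 2. In *P. aeruginosa* these were PA14_37320 (−3.81, and −5.47 without co-culture 3), PA14_61830 (2.31, and 1.67 without co-culture 3) and PA14_62060 (2.32, and 2.91 without mono-culture 3).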

Differences from the paper's values

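In this part, only the search for other genes with the paper's folds of *fdnH* and *fdnI* was chosen after the result was seen. Over the genes that the authors' tables share with the counts, 525 of 527 *P. aeruginosa* folds and 438 of 439 *S. aureus* folds lie within 0.05 in log2 of the values here. The exceptions are *fdnH* and *fdnI*, and in *S. aureus* NWMN_2453 (log2 fold change −1.89 here), which was singled out after its values had been seen. The paper gives *fdnH* a fold change of 5.55 in Table 3, and *fdnI* one of 4.76 in its supplement. Here *fdnH* was 1.24-fold higher (log2 fold change 0.31, SE 0.053) and *fdnI* 1.21-fold higher (log2 fold change 0.28, SE 0.057). None of the alternatives set before the data were examined brings either value near the paper's. Folds of 5.55 and 4.76 were found here for PA14_68430 (log2 fold change 2.47) and PA14_68440 (log2 fold change 2.25).

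The paper's text states that more *P. aeruginosa* and *S. aureus* genes were lower than higher at an FDR of 5%, and its Table 1 gives the same numbers the other way round. The numbers of genes higher at an FDR of 5% are the paper's 1726 and 761 by Table 1, and 1722 and 758 here, and the genes lower at an FDR of 5% the paper's 1718 and 730, and 1722 and 776 here. In *S. aureus* the called genes were more often lower here, whereas they were more often higher with DESeq2 (735 and 696), RLE factors (778 and 755), no filter (782 and 752), and without co-culture 1 (737 and 675) or co-culture 2 (688 and 679). For *S. aureus* genes lower by 2-fold or more the paper gives 261, against 255 here and 262 with edgeR's classic exact test. The genes in the filtered set numbered 5403 in *P. aeruginosa* by the paper and 5739 here, where the filter asked for 1 CPM in 3 of 6 libraries and that of the paper is worded differently. No setting run here gave 5403. The genes in the unfiltered table numbered 5977 by the paper and 5969 here.

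For several groups, the text of the paper gives ranges of folds that some members lie outside, here as in its Table 3 for the *P. aeruginosa* genes. Of the cytochrome c oxidase genes, *coIII* fell 2.15-fold. Of the *mexGHI-opmD* operon, *mexI* fell 3.43-fold and *opmD* 3.49-fold. *fptA* fell 4.84-fold and *lpdV* 3.58-fold, and PA14_37250 fell 12.6-fold. *alsD* fell 14.9-fold, which is more than the text gives. Transport genes made up 12.5% of the changed *P. aeruginosa* genes by the paper, and 11.2% here.

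The paper states that *lytN* was repressed. Here it was 2.35-fold lower but had an edgeR adjusted p of 0.0568, and it was called with library sizes alone (0.0416), upper-quartile factors (0.0431), the classic exact test (0.0190), replicate number as a block (0.0349), thinned mono-cultures (0.0078) and without mono-culture 2 (0.0059). The text of the paper names PA14_16690 and PA14_16680 as the *cidA* and *cidB* orthologues among the most induced genes. Here PA14_16680 was 2.51-fold lower, PA14_16690 was not analysed, and PA14_19690 and PA14_19680, which Table 3 names as such, were 7.76-fold and 6.47-fold higher.

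The paper states that all 4 prophages of *S. aureus* Newman were induced. Of its own 17 phage loci, 16 rose and 1 fell. Over all tested genes in windows around the prophages, 13 of 29 rose and 0 fell at phiNM3, 8 rose and 8 fell of 24 at phiNM2, 3 rose and 9 fell of 21 at phiNM1, and 3 rose and 3 fell of 31 at phiNM4. The other genes of these windows had too few reads to be tested. NWMN_1885 to NWMN_1897, which the paper assigns to NM1, lie in the window taken for phiNM3 here. The paper states that antibiotic resistance genes did not change. Of 17 genes with a part in antibiotic resistance or tolerance, 4 rose and 7 fell at an FDR of 5%. At that threshold 1534 of all 2418 tested *S. aureus* genes were called. Only *dltC* changed by more than 2-fold, and the list did not differ from the other genes (camera adjusted p = 0.690). It also states that tRNA aminoacylation genes of *S. aureus* rose. Of 22, 7 rose and 8 fell, with all 4 changes of at least 2-fold being rises. Of 14 genes of de novo purine synthesis, which the paper counts as activated, 2 rose, 3 fell and 9 did not pass the test, *purA* being 4.42-fold higher.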

Other observations

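No test in this part was chosen only after the result was seen. Further gene groups of *P. aeruginosa* did not differ from the other genes as lists, although members did move. The genes of NADH dehydrogenase I, which passes electrons from NADH to quinone, were mostly lower: 1 of 13 rose and 10 fell (2 and 10 adjusted over the list alone), with a median log2 fold change of −0.26 (camera adjusted p = 0.136). In the SOS response to DNA damage, 6 of 12 rose and 0 fell (6 and 0 adjusted over the list alone), all by less than 2-fold (median 0.15, camera adjusted p = 0.174). Of the genes for oxidative stress defence, 0 of 12 rose and 4 fell (0 and 4 adjusted over the list alone) (median −0.16, camera adjusted p = 0.339). In the phosphate starvation list, 1 of 15 rose and 7 fell (1 and 6 adjusted over the list alone) (median −0.32, camera adjusted p = 0.705), and *oprO*, for a phosphate porin, rose 2.96-fold (log2 fold change 1.57, SE 0.10, edgeR adjusted p = 1.8e-08). Of 3 type VI secretion genes, 0 rose and 2 fell (0 and 3 adjusted over the list alone), with a median of −0.51 (camera adjusted p = 0.257).

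In *S. aureus*, chaperone and Clp protease genes were mostly higher: 8 of 11 rose and 0 fell (8 and 0 adjusted over the list alone), with a median log2 fold change of 0.41 (camera adjusted p = 0.0709), and *clpC*, for a subunit of the Clp protease, rose 2.22-fold (log2 fold change 1.15, SE 0.083, edgeR adjusted p = 4.5e-06). In the SOS response, 7 of 11 rose and 2 fell (7 and 2 adjusted over the list alone) (median 0.24, camera adjusted p = 0.690). Of the iron acquisition genes, 0 of 21 rose and 6 fell (0 and 3 adjusted over the list alone) (median −0.45, camera adjusted p = 0.570). Oligopeptide transport genes had a median of −0.39, as 1 of 9 rose and 4 fell (1 and 4 adjusted over the list alone) (camera adjusted p = 0.261). In histidine synthesis 1 of 8 rose and 2 fell (1 and 2 adjusted over the list alone), and in the synthesis of branched-chain amino acids 2 of 9 rose and 3 fell (2 and 3 adjusted over the list alone) (camera adjusted p = 0.690 and 0.940). Of the genes for nitrate and nitrite respiration, 3 of 7 rose and 0 fell (3 and 0 adjusted over the list alone) (median 0.06, camera adjusted p = 0.690). In the terminal oxidases, 2 of 6 rose and 2 fell (2 and 2 adjusted over the list alone), with a median of −0.03 and a mean of 0.14 (camera adjusted p = 0.906). Among other secreted proteases, 1 of 4 rose and 0 fell (1 and 0 adjusted over the list alone) (camera adjusted p = 0.552), the gene that rose being *aur*.

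Reads on genes were split unequally between the species in the co-cultures. *P. aeruginosa* genes took 70.0%, 72.9% and 80.9% of them in co-cultures 1, 2 and 3, which makes 2.33, 2.70 and 4.23 *P. aeruginosa* reads for each *S. aureus* read. These shares count RNA and were not set against cell numbers.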
